# Genome assembly with *in vitro* proximity ligation data and whole-genome triplication in lettuce

**DOI:** 10.1038/ncomms14953

**Published:** 2017-04-12

**Authors:** Sebastian Reyes-Chin-Wo, Zhiwen Wang, Xinhua Yang, Alexander Kozik, Siwaret Arikit, Chi Song, Liangfeng Xia, Lutz Froenicke, Dean O. Lavelle, María-José Truco, Rui Xia, Shilin Zhu, Chunyan Xu, Huaqin Xu, Xun Xu, Kyle Cox, Ian Korf, Blake C. Meyers, Richard W. Michelmore

## Abstract

Lettuce (*Lactuca sativa*) is a major crop and a member of the large, highly successful Compositae family of flowering plants. Here we present a reference assembly for the species and family. This was generated using whole-genome shotgun Illumina reads plus *in vitro* proximity ligation data to create large superscaffolds; it was validated genetically and superscaffolds were oriented in genetic bins ordered along nine chromosomal pseudomolecules. We identify several genomic features that may have contributed to the success of the family, including genes encoding *Cycloidea*-like transcription factors, kinases, enzymes involved in rubber biosynthesis and disease resistance proteins that are expanded in the genome. We characterize 21 novel microRNAs, one of which may trigger phasiRNAs from numerous kinase transcripts. We provide evidence for a whole-genome triplication event specific but basal to the Compositae. We detect 26% of the genome in triplicated regions containing 30% of all genes that are enriched for regulatory sequences and depleted for genes involved in defence.

## Abstract (web summary)

Genome assembly for many plant species can be challenging due to large size and high repeat content. Here, the authors use *in vitro* proximity ligation to assemble the genome of lettuce, revealing a family-specific triplication event and providing a comprehensive reference genome for a member of the Compositae.

The Compositae (also known as Asteraceae) is the most successful family of flowering plants on earth in terms of number of species and diversity of habitats colonized^1^. The family is thought to have originated in the mid-Eocene (45–49 Myr) and expanded greatly during the Oligocene (28–36 Myr)^2^,^3^. It encompasses 1,620 recognized genera and at least 23,600 species, constituting approximately 10% of all angiosperms^1^. They are easily recognizable by their characteristic compound inflorescences that comprise many true flowers. This cosmopolitan family is present in diverse habitats; Compositae species are successful colonizers of disturbed habitats and thrive in a range of extreme environments including deserts, tundra and salt flats^1^,^4^. Although it does not contain any of the top six food crops, the family includes many important edible, medicinal, noxious and invasive species^5^,^6^. Over 200 species have been domesticated for a wide variety of uses. In aggregate, over 27 million hectares are planted worldwide to Compositae crops^7^, of which the two most important are lettuce and sunflower. Medicinal species include *Artemesia* spp. and Echinacea. Many ornamental species with their showy flowers belong to the Compositae. In addition, numerous troublesome weeds such as star thistle are also Composites. Only two draft sequences of Compositae species have been published so far. One is of the small 335 Mb genome of horseweed (*Conyza canadensis*)^8^; the second is of the 1 Gb genome of globe artichoke (*Cynara cardunculus*)^9^.

Lettuce (*Lactuca sativa* L.) is an important vegetable crop species and ranks as one of the top 10 most valuable crops in the USA with an annual value of over $2.4 billion^10^. *L. sativa* is diploid with 2*n*=2*x*=18 chromosomes and an estimated genome size of 2.5 Gb (refs 11, 12). Generation of a comprehensive reference genome was challenging due to its size and high repeat content. We sequenced and assembled the genome of *L. sativa* using a variety of approaches that included a wide range of mate-pair libraries and *in vitro* proximity ligation to generate large superscaffolds based on long-range contact frequencies detected between scaffolds^13^. *In vitro* proximity ligation is an application of the chromosome conformation capture technologies to aid genome assembly^14^; this approach has been reported for animal but not for plant genomes^15^,^16^. The assembly was validated genetically and superscaffolds were arranged in genetic bins ordered along the nine chromosomal linkage groups. The resulting assembly is one of the more complete for any plant species reported so far, particularly for a genome larger than 2 Gb with a high repeat content, and provides the first high-quality, comprehensive reference genome for analysis of the Compositae family.

## Results

### Genome sequencing and assembly

A whole-genome shotgun strategy was used to sequence and assemble the genome of *L. sativa* cultivar Salinas from Illumina short reads. A total of 198.5 Gb Illumina paired-end and mate-pair reads were generated from seven libraries of different fragment sizes (170 bp to 40 kb; Supplementary Table 1). After filtering, this provided 72.5-fold coverage of the 2.7 Gb genome as estimated by K-mer analysis, making this one of the larger plant genomes assembled so far^17^. An additional 47 Gb of paired-end reads from gene space libraries^18^ were used when filling gaps. This initial SOAPdenovo assembly consisted of 153,952 contigs and 21,686 scaffolds greater than 1 kb with the largest scaffold being 3.1 Mb. The N_50_s of contigs and scaffolds were 12 and 476 kb, respectively. The mean size of gaps in the scaffolds was 1.3 kb (Supplementary Table 2). The Chicago library data (*in vitro* proximity ligation) scaffolded with the HiRise software pipeline (Dovetail Genomics LLC, Santa Cruz, CA, USA) increased the contiguity of scaffolds considerably (Supplementary Table 3 and Fig. 1a). The final HiRise assembly decreased the 21,686 scaffolds to 11,474 superscaffolds and increased the N_50_ from 476 to 1,769 kb; 50 and 90% of the genome is represented in only 385 and 1,520 superscaffolds, respectively (Table 1 and Supplementary Table 2). The largest superscaffold is 12.2 Mb and contains 27 SOAPdenovo scaffolds (Fig. 1b). The total length of the assembly is 2.38 Gb, covering ∼88% of the estimated genome size of *L. sativa*. This assembly represents the gene space well; CEGMA^19^ analysis found 97.6% matches to the set of 248 Conserved Eukaryotic Genes (CEGs^19^) (Supplementary Table 4) and all 357 Ultra-Conserved Orthologs from *Arabidopsis thaliana* were found using TBLASTN (Supplementary Table 4). In addition, 96.6% of the 80,727 *L. sativa* expressed sequence tags (ESTs) in NCBI could be aligned to the genome assembly at >80% identity and >50% coverage (Supplementary Table 4).

### Validation and anchoring of the assembly to linkage groups

To validate the assembly and generate chromosomal pseudomolecules for *L*. *sativa*, we sequenced the gene space of 99 F_7_ recombinant inbred lines (RILs) from an interspecific cross of *L. sativa* cv. Salinas * × L. serriola* acc. US96UC23 (ref. 20). Haplotypes could be assigned to 12,023 of the larger scaffolds. The SOAPdenovo assembly was validated using both genetic and HiRise information. Only 171 (0.78%) of the scaffolds were identified as chimeric based on the presence of indicative population-wide switches in genotype calls occurring at the point of misjoin (Supplementary Fig. 1). Another 74 (0.34%) were identified as chimeric based in discrepancies in the contact frequency along the scaffold. In total, only 245 (1.13%) scaffolds were chimeric and had to be split reflecting the high quality of the initial SOAPdenovo assembly.

A total of 9,140 scaffolds of the *L. sativa* assembly could be clustered into nine chromosomal linkage groups and then mapped into genetic bins ordered along each chromosomal linkage group (Supplementary Fig. 2 and Supplementary Data 2). The groups were named and oriented consistent with the previously reported, ultra-dense map^20^ using genic sequences common to both maps. As expected, there was almost perfect colinearity between the map generated from segregation data resulting from hybridizations to the Affymetrix GeneChip and the map generated from the sequence data. Out of a total of 9,140 mapped scaffolds, less than 1% had inconsistent positions in the two maps; these inconsistencies may have been due to mapping of paralogs (Supplementary Fig. 3).

The combined genetic and HiRise^13^ data provided further validation of the assembly, captured an additional 3,638 previously unmapped scaffolds that encompassed 49.5 Mb and refined the order and orientation of scaffolds in each genetic bin (Fig. 1c). Genetic data identified only 24 (0.21%) misassembled superscaffolds. After splitting chimeric scaffolds, nine chromosomal pseudomolecules were generated and displayed using GBrowse (Supplementary Fig. 4) (http://lgr.genomecenter.ucdavis.edu) with 3,138 superscaffolds encompassing 2.30 Gb (Supplementary Data 3) (96.6% of the assembly). The HiRise data reduced the number of sequences from an average of 6.26 scaffolds per bin to 2.25 superscaffolds per bin and resulted in reorganization and reorientation of scaffolds within genetic bins (Fig. 2, Track a and Supplementary Data 4). Of 3,112 superscaffolds that contained mapped fragments, 2,325 (74.7%) were located within a single genetic bin or had only a single mapped marker and so could not be oriented. The remaining 787 superscaffolds spanned on average 1.7 cM. Orientation could be determined for 859 superscaffolds based on crossovers within them (Fig. 1b); this accurately placed 1.5 Gb (63%) of the assembly in the precise location and orientation. Such improvements are exemplified by the Major Resistance Cluster 2 region where the number of sequences was decreased by a third for this complex region that contains large numbers of paralogs encoding candidate-resistance proteins (Fig. 1c). This improvement was also evident in the analysis of synteny on the genomic scale. We were able to detect twice the number of syntelogs in the final chromosomal pseudomolecules based on HiRise superscaffolds (9,325 syntenic hits) compared to the chromosomal pseudomolecules build with the SOAPDenovo scaffolds (4,038 syntenic hits) due to a significant improvement in gene placement. Telomeric sequence arrays were detected within the terminal bins of seven pseudomolecules. Five chromosomes show single regions of elevated scaffold density on a genetic basis indicative of the likely position of the centromeres (Fig. 2, Track a).

### Transposon content and annotation

Through a combination of approaches we found that 1.8 Gb of the 2.38 Gb (74.2%) assembled genome of *L. sativa* comprised repetitive elements (Table 1). The most abundant elements were long terminal repeat retrotransposons (LTR-RT), specifically the *Gypsy* (33.9%) and *Copia* (24.9%) subfamilies. Besides the main group of LTR-RT elements 4.4% of the genome was annotated as Miniature Inverted-Repeat Transposable Elements and 1.2% as DNA elements, the remaining was classified into other repeat families or could not be assigned (Supplementary Fig. 4 and Supplementary Data 5). Repeat elements were distributed over all of the chromosomes; several chromosomes had internal regions with elevated densities of repeats, possibly indicative of centromeres but no major regions of heterochromatin were evident (Fig. 2, Track d).

### Gene annotation

A high confidence gene set of 38,919 gene models with good protein or EST support was constructed for *L. sativa* by merging gene models from different prediction pipelines (see Methods). These gene models have average coding lengths of 1.05 kb and 4.5 exons per gene (Supplementary Data 6), similar to those in other sequenced plant genomes (Supplementary Fig. 5). The average intergenic distance of 39.5 kb places *L. sativa* between *Nicotiana tomentosis* and *Capsicum annum* consistent with a direct correlation between intergenic distance and genome size (Supplementary Fig. 6). Out of the total number of predicted genes, 29,681 (76.27%) genes had similarity to *Arabidopsis* TAIR10 annotations (Supplementary Data 6) and 28,951 (74.3%) were annotated using InterProScan5^21^ (Supplementary Data 7 and  8). Annotation using KEGG^22^ database yielded information for 7,553 *L. sativa* gene predictions (Supplementary Data 9). The combined data sets provided functional annotation for 31,348 (80.5%) gene models.

### Small RNAs in lettuce and their target transcripts

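Leaves of 3 lettuce cultivars, Salinas, Cobham Green and Diana, were inoculated with the downy mildew pathogen Bremia lactucae or mock inoculated, and each of the 10 samples gave 1 small RNA library and 1 PARE library. PARE (parallel analysis of RNA ends) reads the 5' end of uncapped RNA, so that a transcript cleaved by a miRNA is seen as a tag that starts at the cleavage site. Salinas and Cobham Green were each sampled infected and mock at 12 h and at 5 d. Infected Diana was sampled at 12 h, while the label of mock Diana gives 12 d, a time that the paper's text does not settle, and the sample is used here without a time. Each cultivar, inoculation and time has 1 library, so there are no biological replicates and values are given per library or as range and median. The authors deposited each distinct sequence with its read count after adaptor removal, without normalization. The small RNA libraries held 30859519 to 42361230 reads, with a median of 36131866 in the 5 infected and 37078714 in the 5 mock libraries, in sequences of 18 to 34 nt. The PARE libraries held 21004034 to 32567813 reads, with a median of 25948246 in the infected and 26439422 in the mock libraries, in tags of 18 to 20 nt. In the paper, reads were then mapped to the lettuce genome and those matching structural RNAs were excluded. No genome was used here, so neither step was applied, and miRNAs were counted by exact match to the mature sequences of Supplementary Data 10. Reads of a small RNA are given as RPM, reads per 1000000 reads of its library. Identical reads carry no molecular identifiers, so the binomial intervals cover counting error only.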

To identify microRNAs, loci generating phased, secondary siRNAs and other small RNAs, we sequenced 10 libraries each of small RNAs and uncapped or cleaved mRNAs (‘PARE' libraries^23^). Most of the small RNAs identified were 24-nt heterochromatic siRNAs as expected. In addition, there were a total of 86 miRNAs from 51 distinct miRNA families (Supplementary Data 10). Among these 51 miRNA families, we identified 21 novel miRNAs; 8 of these were 22 nucleotides in length and thus candidate triggers of secondary siRNAs, known as phased siRNAs or ‘phasiRNAs'^24^ (produced from *PHAS* loci). 

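Among reads of 18 to 30 nt, 24-nt reads made up 13.9% to 24.9% of a library, with a median of 18.4% over the 10 libraries, and 21-nt reads 7.24% to 19.0%, with a median of 15.5%. The 24-nt class was the more abundant of these in 7 of 10 libraries (two-sided exact sign test, p = 0.344), and it held more than 50% of the reads in 0 libraries. The 21-nt class was larger in Cobham Green infected at 5 d, with 18.8% against 15.3%, and in both Diana libraries. With each distinct sequence counted once, 24-nt sequences made up 32.1% to 50.3% of a library, with a median of 45.9%, and exceeded 21-nt sequences, at 4.81% to 13.1%, in 10 of 10 libraries (two-sided exact sign test, p = 0.00195). The lowest share, 32.1% (95% Wilson interval 32.07 to 32.15), was that of Cobham Green infected at 5 d. The alternative that moved the share of reads most was the window of 20 to 25 nt, in which the median was 26.2%. Without sequences read once in a library, 24-nt reads exceeded 21-nt reads in 4 of 10 libraries, a change of direction that the test does not separate from chance (exact sign test, p = 0.754). The paper states that the 24-nt class, which it assigns to heterochromatic siRNAs, held most of the small RNAs.

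**Figure D1:**
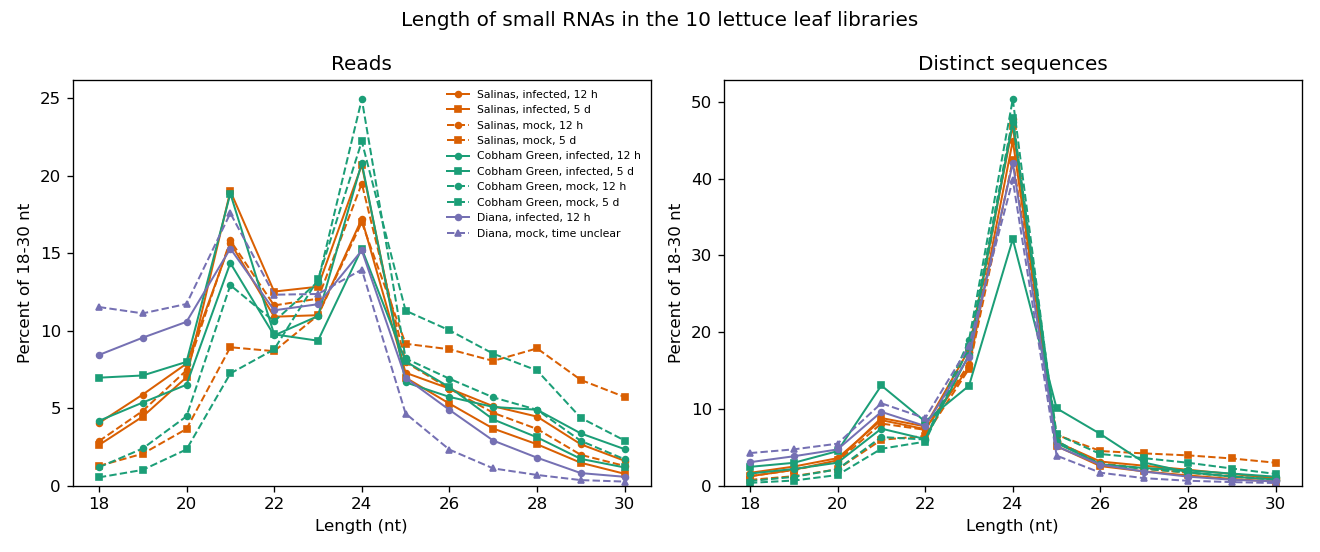
Percent of the reads (left) and of the distinct sequences (right) of 18 to 30 nt at each length in the 10 small RNA libraries. Colours mark the cultivar, solid lines infected and broken lines mock leaves, and circles, squares and triangles 12 h, 5 d and the unclear time. The 24-nt peak of distinct sequences ranges from 32.1% to 50.3%, while the peaks of reads at 21 and 24 nt are of similar height in several libraries.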

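The 86 loci of Supplementary Data 10 carry 51 distinct mature sequences, of which 30 have names of 20 conserved families and 21 carry no family name. Each of the 51 was read at least 10 times over the 10 libraries, and the sum of their reads was 6910142, or 1.87% of all reads. Their share of a library ranged from 0.816% in Cobham Green mock at 5 d to 3.20% in Salinas infected at 5 d. A read in each of the 10 libraries was found for 48 sequences, carried by 83 loci, the others being lsa-m11651, lsa-m8288 and lsa-m11135. At a minimum of 10 RPM in at least 1 library, 46 sequences and 71 loci remained. The conserved sequence with the most reads was lsa-miR166a, with 2204631, followed by lsa-miR159 with 914292 and lsa-miR166h with 742382. The level of lsa-miR166a ranged from 2027 to 12591 RPM between libraries, a spread that includes cultivar, time and inoculation. Across the 51 sequences, which are not independent replicates, the summed reads had a Spearman correlation of 0.9996 with the paper's abundance, and were 1.32 to 1.49 times the paper's value. This gap is largely one of scale: with reads taken relative to the library total, one common factor left a median error of 0.340% and at most 2.99%.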

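The 21 sequences without a family name come from 23 loci, and 8 of them are 22 nt long, as are 4 of the conserved sequences. Each of these 8 was read in all 10 libraries. By total reads over the libraries they were lsa-m5672 with 256371, lsa-m1604 with 251820, lsa-m1606 with 85452, lsa-m1057 with 44220, lsa-m1603 with 8148, lsa-m7173 with 4652, lsa-m9144 with 1792 and lsa-m3966 with 827. Counts of lsa-m3966 differed between cultivars: 102 to 344 reads per library in Salinas, 11 to 29 in Cobham Green and 2 and 3 in Diana. Reads that share the 5' end but differ by up to 2 nt at the 3' end were mostly of the listed length: 22 nt was the most frequent length for all 8, from 62.7% of such reads for lsa-m9144 to 98.2% for lsa-m1057. The sequence without a family name that had the most reads, lsa-m9583 with 335596, is 21 nt long. In version 8 of the assembly, the paper places its precursor on linkage group 5 from 93020784 to 93020967.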

Four of the 22-nt novel miRNAs, lsa-m1604, lsa-m5672, lsa-m1606 and lsa-m1057, were highly expressed. 

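Supplementary Data 10 places the precursors of these miRNAs in version 8 of the assembly. That of lsa-m5672 (TACCAAAGGAGTATACATCGGA) lies on linkage group 5 from 51937062 to 51937197, and that of lsa-m1057 (TCGGGCAGCACCAATGCATATC) on linkage group 3 from 30530600 to 30530774. On linkage group 9, lsa-m1604 (TCACCTCTGAAACTCAAGAACA) lies from 31850438 to 31850583 and lsa-m1606 (TCGCCTCTAAAACTTAAGAAGA) from 31857522 to 31857657, each with a second locus of the same mature sequence nearby. The median over the 10 libraries was 676.7 RPM for lsa-m1604 (range 398.7 to 965), 586 for lsa-m5672 (400.1 to 1214), 188.3 for lsa-m1606 (111.3 to 393.6) and 106.8 for lsa-m1057 (49.6 to 259.1). The other 22-nt miRNAs without a family name had medians of 20.4 RPM for lsa-m1603, 12.9 for lsa-m7173, 4.32 for lsa-m9144 and 0.665 for lsa-m3966. In each of the 10 libraries the lowest of the 4 named miRNAs was above the highest of the other 4 (two-sided exact sign test, p = 0.00195), by 3.96 to 9.64 times with a median of 5.12. The paper named the 4 from these same libraries, so the test is no independent evidence for their order. Counting variants of up to 2 nt at the 3' end moved this ratio most, to a median of 3.66, with the same order in 10 of 10 libraries.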

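A miRNA directs cleavage between its nucleotides 10 and 11, so the PARE tag of a cleaved transcript starts with the reverse complement of miRNA nucleotides 1 to 10. Without transcripts, tags were counted by sequence only: those of 20 nt that start with this 10-mer were compared with those that hold the same 10-mer 1 to 10 nt further in, as a control from the same libraries. The 51 mature miRNAs share 46 different 10-mers. With each of these counted once, 106871 reads started at the expected end, against 13590 for the sum of the means over the other positions. A few miRNAs carry much of this, with 36384 reads for lsa-miR482b and 14290 for lsa-m1606, and by distinct tags the 51 miRNAs had 2100 against 1762. The expected end was above its control mean for 33 of 51 miRNAs (two-sided exact sign test, p = 0.0489). It was above every other position for 20, and over 2 times every other position for 15. The 46 different 10-mers were a setting chosen after seeing the values. Of these, 29 were above the mean, which is not past 0.05 (two-sided exact sign test, p = 0.104). There, 16 were above every other position and 12 over 2 times. The sign test takes equal odds of lying above or under the mean, which uneven counts over the control positions need not give. In single libraries 28 to 34 miRNAs were above their control mean. The alternatives set before the data were examined gave 31 to 33 of 51, and without tags read once in a library the count of 31 was no longer past 0.05 (exact sign test, p = 0.161). Among the 22-nt miRNAs without a family name, lsa-m1606 had 14290 reads at the expected end against a control mean of 162.5, lsa-m1603 4392 against 131, and lsa-m1604 574 against 83.1, each above in 10 of 10 libraries. So was lsa-m7173, with 289 against 181.4, while lsa-m9144, with 346 against 285.4, was above in 9 of 10, but 3 single control positions held more, up to 443 reads. The most frequent tag for lsa-m1606 was TTAGAGGCGAATACAGTAGT with 9861 reads, and for lsa-m1604 TCAGAGGTGAAGACACTCGT with 484, both found in all 10 libraries. For lsa-m1057 the counts were 192 against 188.5, and the expected end was above its mean in 5 of 10 libraries. For lsa-m3966 they were 98 against 343.2. The transcripts behind these tags are not named here, and the paper's target genes were not called again.

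**Figure D2:**
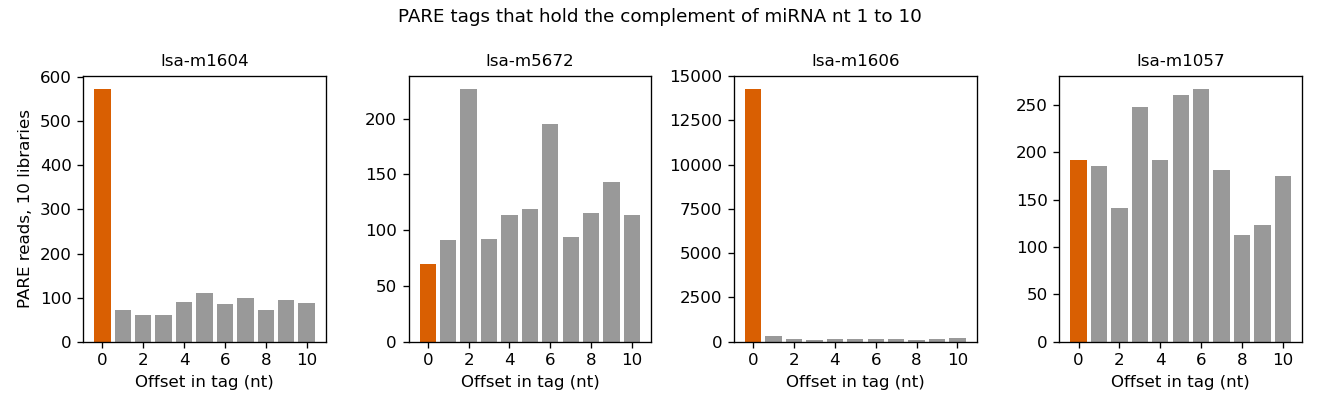
PARE reads of 20 nt over the 10 libraries that hold the reverse complement of miRNA nucleotides 1 to 10, by the position of that 10-mer in the tag, for 4 of the 22-nt miRNAs. The bar at 0 nt is the end expected from cleavage and the bars from 1 to 10 nt are the control, each panel with its own axis from 0. The first bar reaches 574 reads for lsa-m1604 and 14290 for lsa-m1606, and lies among or under the control bars for lsa-m5672 and lsa-m1057.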

Combining the predicted miRNAs with the PARE data validated the cleavage of 288 miRNA target genes (Supplementary Data 11). A total of 565 *PHAS* loci were identified by scanning the small RNAs against the lettuce genome, the majority (430) of which were annotated as protein-coding genes (Supplementary Fig. 7 and Supplementary Data 12). *NB-LRR* (NLR) resistance protein-encoding genes were the largest class of *PHAS* loci (246 genes), as in many other eudicots such as *Glycine max* and *Medicago truncatula*^25^,^26^. The second largest class of *PHAS* loci (116 genes) was kinases, the highest number for kinases detected in all angiosperms analysed so far. The single miRNA trigger of these kinase phasiRNAs was predicted to be the novel miRNA, lsa-m5672. 

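The PHAS loci and their trigger sites were not mapped here, since no genome was used, and the data below are the small RNAs and PARE tags of lsa-m5672 alone. Its PARE tags with the end expected from perfect pairing of nucleotides 1 to 10 numbered 70 reads over the 10 libraries, against a mean of 130.4 at the control positions, and were above that mean in 1 of 10 libraries. Each single control position held more, from 91 to 227 reads. Plant miRNAs also cleave sites with mismatches, which this count does not see. With a match to nucleotides 2 to 10 the counts were 825 against 966.6. Allowing up to 1 mismatch, they were 6511 against 4692, or 1.39 times, and with up to 2 mismatches 1.14 times. These match rules were chosen after seeing the values, and the last ones also count tags unrelated to the miRNA. The 10-mers with 1 mismatch were then also scanned singly, and 1 stood out, so the ratio of 1.39 may rest on it. Supplementary Data 11 lists 60 target genes of lsa-m5672 in the paper's analysis, 27 of them with kinase in their description. Of 21-nt small RNAs, 2 reads started at the expected end with an exact match, which is too few to test for phasing. The paper states that lsa-m5672 was predicted as the trigger of these phasiRNAs.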

The lettuce-specific miRNA and high number of targets suggests a lineage-specific specialization of this post-transcriptional control of kinase genes.

### Protein clustering and gene family analysis

Clustering of the predicted proteome of lettuce using OrthoMCL^27^ with proteins from nine other published plant genomes clustered 251,776 out of the 325,448 proteins predicted for all 10 species into 28,720 groups, which contained 29,511 (76%) of the lettuce proteins (Supplementary Table 5). Across the panel of 10 genomes, 1,475 ortholog groups had a member from each species (Supplementary Data 13). Calculations on this set of genes using *Vitis vinifera* as the reference revealed that Brassicaceae species have the highest rate of synonymous substitutions^28^ (ds=∼4.53), followed by *Mimulus guttatus* (ds=3.78) and *L. sativa* (ds=3.12), while the tree species have the lowest ds values (∼1.65) (Supplementary Data 14). Most of the groups represented gene families that were shared between species (13,611 groups were present in more than one species and contained more than one gene per species).

Forty of 107 tested groups exhibited significant expansion or contractions in gene copy number across the panel of 10 species (see Methods) (Supplementary Data 15). Many (14 out of 40) had kinase-related activity. Of these 14 kinase-related groups, 8 had the receptor-like kinase (RLK) domain structure^29^. From the total 696 RLKs annotated in lettuce, 655 were grouped into 204 groups; leucine-rich repeat-RLKs^30^ are over-represented while the lectin-RLKs^30^ are under-represented in lettuce compared to the other nine species (Supplementary Data 13). A total of 372 nucleotide-binding leucine-rich repeat receptor like (NLR) proteins in 31 groups were annotated in lettuce. Two groups that were present in all 10 genomes were significantly expanded in *L. sativa*, *Citrus sinensis*, *Populus tricocharpa* and *Theobroma cacao*. These include the *Resistance Gene Candidate 1* (*RGC1*) and *RGC21* subfamilies in *L. sativa*^31^. Another 30 NLR groups varied in copy number and presence/absence across species. Two of these groups were significantly expanded in lettuce compared to the other genomes; one encompassed the *RGC16* subfamily, which is the biggest NLR family present in lettuce^31^. In contrast, 10 NLR groups showed expansions in other plant genomes but were single or low copy in lettuce. There were four NLR groups that are specific to *L. sativa* at the stringencies used (see Methods) and together contain 141 NLR proteins, with the two biggest containing mostly *RGC12* and *RGC4* members. Considering all 28,720 clusters, 1,617 clusters containing 7,035 genes (18% of annotated genes) were detected as specific to *L. sativa* at the threshold used (Supplementary Data 13). These *L. sativa*-specific clusters showed a significant enrichment of GO terms related to ‘Signaling' (GO:0023052) and ‘Response to stimulus' (GO:0050896) with ‘Defense response' (GO:0006952) (Fisher exact test and FDR corrected *P*-value 1.5 e^−75^) showing the greatest enrichment (Supplementary Data 16). Expansions of NLR genes have been the result of local duplications since 83% of sequences predicted to encode NLRs are within tandem arrays. These data are consistent with higher evolutionary selection pressure for diversification in *L. sativa* of some families of resistance genes compared to other species. In contrast, genes encoding disease response-related proteins such as the Lipoxygenase (LOX) gene family show greater conservation with no expansion at the family level and the structure of the family is conserved across all genomes analysed (Supplementary Fig. 8).

Analysis of Pfam protein domains revealed expansion and diversification of two families related to latex and rubber production. Seventy-eight genes belonging to the Bet_v_1/Major Latex Protein (PF00407/IPR000916) family^32^ were found in *L. sativa*; this is significantly more than the average of 34 present in the other nine genomes studied (Supplementary Data 17). Precise function(s) of these proteins is not known but they are present in latex and involved in responses biotic stresses^33^. The Rubber Elongation Factor (REF) (PF05755) family is also expanded in *L. sativa* with 11 members compared to an average 3.6 of paralogs per genome in the non-rubber producing species (Supplementary Data 17). This family is involved in biosynthesis of rubber in *Hevea brasiliensis*^32^ and its copy number is related to the overall capability to produce rubber^34^. *H. brasiliensis* has 18 *REF/SRPP's*, the majority of which are in a single cluster^34^. Similarly, in *L. sativa* that also produces high-quality rubber^35^ the major portion of this family is located as a tandem array of eight members located in LG9 (Supplementary Fig. 9). Therefore, this family is expanded in both of these taxonomically distinct, rubber-producing species.

### Genome triplication

Comparisons of genome structure of the published plant genomes and *L. sativa* against *V. vinifera as* a reference showed that chromosome conservation correlated with growth habit and generation time based on the size of the syntenic blocks as expected (Supplementary Data 18). Species with long generation times or vegetatively propagated (*T. cacao*, *Solanum tuberosum*, *P. trichocarpa*, *C. sinensis*) were more syntenic than those with faster life cycles (*A. thaliana*, *Brassica rapa*). The extent of detectable synteny also correlates with the ploidy level. *T. cacao* (2*n*) exhibits more synteny with V. vinifera (2*n*) than *A. thaliana* (8*n*) and *B. rapa* (12*n*). Consistent with this, *L. sativa* (6*n*) showed an intermediate level of synteny to *V. vinifera*. Visualization of the syntenic hits between these two genomes suggested a whole-genome triplication event in lettuce since divergence from the grape lineage. *V. vinifera* chromosomes 1,3,9,11,15,16 and 17 are replicated almost entirely in three different locations in *L. sativa* (Fig. 3a). Multiple polyploidization events have been described in different Asterid orders (Lamiales^36^,^37^, Solanales^38^,^39^, Ericales^40^, Apiales^41^ and Asterales^42^). Analysis of mutation rates between pairs of syntelogs are consistent with whole-genome duplication events in the Solanaceae and Lamiaceae that are independent of the event basal to Compositae family, after separation of these Asterid families (Fig. 3b). All these events correlate with phylogenetic relationships between the species based on CEG gene sequences^19^ (Fig. 3c). The divergence between *L. sativa* and the six Lamiid species is similar (Fig. 3c); higher similarity was found to *Actinidia chinensis* (kiwi fruit; Ericaceae), as expected as this species is basal to all Euasterids^43^.

Analysis of the intragenomic collinearity in *L. sativa* provided further strong evidence that a large proportion of the genome is present in triplicate (Supplementary Fig. 10). Analysis of the distribution of colinear blocks comprising at least five genes detected 10 separate genomic regions that are present in triplicate in the *L. sativa* genome (Supplementary Fig. 10). Synonymous substitution rates between syntelogs in the triplicated regions differed between the three regions, suggesting two events leading the triplicated state. These may have involved a whole-genome duplication followed by subsequent hybridization to a related diploid species and then genome duplication of the triploid shortly thereafter as has been proposed for *B. rapa*^44^ rather than a single event leading to the triplicated state. Analysis of substitution rates also placed these events 40–45 Myr, soon after the estimated origin of the family 50 Myr (ref. 1) (Supplementary Data 19). Divergence rates were used to assign the paralogous regions as products of the first and second duplication events. Although individual paralogous regions varied, overall the three subgenomes detected were similar in total size, repeat content and number of genes; there was no evidence for genomic changes specific to one subgenome (Supplementary Table 6).

Altogether, the detected triplicated regions cover at least 651 Mb of the *L. sativa* genome (26% of the assembly) and contain 11,816 (30%) of all predicted genes (Supplementary Table 6 and Fig. 4). Of the genes within these regions 2,912 (25%) have retained at least one syntenic counterpart. Some types of genes were enriched in triplicated regions; these included genes encoding transcription factors and DNA-binding proteins as well as components of the nucleus, nucleosome, membranes and cell wall. These transcription factors contain a wide set of functional domains (AP2, Homeobox, KNOX, WRKY, TCP) (Supplementary Data 20). Of 54 TCP transcription factors, 27 are present in a triplicated region (Fig. 4); this family includes *Cycloidea*-like genes that have been implicated in the development of the elaborate compound flowers characteristic of the Compositae family^45^.

The patterns of retention and diversification differed between families of transcription factors. The nine *Cycloidea*-like genes in lettuce contain the TCP domain, have similarity to genes in other Compositae species and form a tight clade within the TCP family (Supplementary Fig. 11). Of these, seven are present within the triplicated regions and five have retained syntenic copies. The WRKY family of transcription factors also shows retention of duplicate copies; 32 are present within the triplicated regions and 21 are in pairs or triplets. Clustering of all the WRKY proteins in the genome showed no particular trend in retention across the tree (Supplementary Fig. 12), except as expected syntelog pairs (or triplets) were clustered in most cases. Analysis at the sequence level of these pairs did not provide evidence of diversifying selection; however, the 3′ end was more conserved than the 5′ end with two- to seven-fold differences in pairwise sequence divergence (Supplementary Data 21). This is consistent with selection for conservation of the WRKY domain present in the 3′ end while allowing divergence of the 5′ end potentially leading to gain of functions. Similar analysis of the AP2 family of transcription factors did not detect such differences between the 3′ and 5′ ends (Supplementary Data 21). Expression analysis revealed differences in expression of syntelogs; only 3 out of the 12 WRKY and only 3 out of 23 AP2 syntelog pairs were co-expressed based in a Weighted Gene Correlation-Expression Network Analysis (Supplementary Data 22). Syntelogs were not detected for some genes encoding transcription factor families. The proportion of genes encoding MADS proteins within the triplicated regions (30%) (Fig. 4) is similar to those encoding AP2 (40%) and WRKY (33%) proteins; however, only 6% are detected as syntenic pairs. Since these genes are still present within a syntenic block significant divergence at the sequence level between the paralogs is the likely cause for the lack of detected synteny.

Some genes are under-represented in the detected triplicated regions. Genes encoding proteins related to defence response, signal transduction, protein kinase activity and protein phosphorylation activity are less prevalent in the triplicated regions; only 29 out of 437 NB-LRR candidate genes and 3 out of 21 LOX genes were detected within the triplicated regions. The distribution of these types of genes may reflect the genomic landscape where they are located rather than gene loss itself. MRCs are generally in gene-poor, more dynamic areas with higher repeat content compared to the rest of the genome^31^ (Fig. 4). Rapid evolution, higher repeat content and genome rearrangements would cause loss of detectable synteny.

## Discussion

This genome assembly of lettuce is one of the more complete for any plant species reported so far, particularly for genomes larger than 2 Gb with a high repeat content. The genome size of *L. sativa* is typical of many Compositae species^46^, despite the family having rapid-cycling weedy species. It provides the first high-quality, genetically validated, reference genome for analysis of the highly successful Compositae family.

The Dovetail technology greatly increased the contiguity of the assembly, assimilated additional scaffolds into chromosomal pseudomolecules, identified chimeric scaffolds that had been missed by genetic analysis, and oriented and ordered scaffolds through complex regions. The Dovetail approach was able to accommodate the high repeat content of the lettuce genome. However, more than half of the remaining scaffolds (6,026) are under 2 kb and predominantly contain repeated sequences; because the HiRise algorithm requires unique alignments of both read pairs such scaffolds are not captured by HiRise. Only a small amount of sequencing was specifically required. The only major requirement is the ability to extract sufficiently large DNA. Therefore, it is readily applicable to numerous species for which there are no or only partial genome assemblies. Consequently, it is likely to result in the rapid increase in the availability of high-quality genome assemblies for numerous non-model species.

The whole-genome triplication event detected in lettuce is basal to the Asterales and distinct from the triplication event recently reported for *Daucus carrota* (carrot) in the Apiales^41^, which is also in the Euasterid II clade. Interestingly, these events seem to have occurred simultaneously in common with many lineages at or shortly after the Cretaceous–Paleocene transition (66 Myr), at which time ∼75% of all species became extinct^47^. This is consistent with polyploidy resulting in evolutionary innovations and phenotypic plasticity that conferred selective advantages for successful colonization of disturbed habitats^48^. As in whole-genome duplications of other plants^49^ and animals^50^, genes encoding some but not all transcription factors were enriched in triplicated regions of the lettuce genome. Patterns of sequence divergence indicated subfunctionalization at the 5′ end of WRKY genes, and possible neo-functionalization of the AP2 and MADS genes. These changes in regulatory machinery could have led to new phenotypes that would have enabled members of the family to adapt to new environments.

Other genomic features that may have contributed to the success of the family include diversification of *Cycloidea*-like genes that may be involved in formation of the complex capitulum (a composite of many flowers); such an elaborate reproductive organ may be more attractive to pollinators. The Compositae are renowned for their diversity of secondary metabolites^51^,^52^. Genes involved in the production of latex that gives lettuce its characteristic milky sap were expanded and may be involved in defence against biotic stresses. It is also interesting that there are over 20 novel miRNA, one of which targets kinase transcripts; this may be indicative of another level of regulatory innovation; it will be informative to analyse the miRNA repertoires of other Compositae species.

This high-quality reference genome provides the foundation for syntenic inferences across the Compositae. It will also greatly facilitate map-based cloning of agricultural important genes from lettuce that is required for crop improvement using genome editing, particularly those involved in resistance to abiotic and biotic stresses.

## Methods

### Library preparation and sequencing

Further details of all methods are presented in Supplementary Note 1. DNA was extracted using a modified CTAB method^53^ from seedlings of *L. sativa* cv. Salinas grown in the dark. Seven genomic libraries were constructed with insert sizes from 170 bp to 40 kb and sequenced on the Illumina HiSeq 2000 to generate 298 Gb of raw sequence. Filtering to remove low-quality reads, adapter contamination, ambiguous bases and error correction provided 198.5 Gb of clean data for assembly.

The 99 recombinant lines (RILs) derived from *L. sativa* cv. Salinas × *L. serriola* acc. US96UC23 were a subset of the 213 RILs used to generate Affymetrix GeneChip map^20^. Genomic DNA was isolated from leaves of the RILs using a modified CTAB extraction method^54^. Genomic paired-end libraries were then prepared using standard procedures. Libraries were sequenced to approximately 1x on an Illumina Hiseq 2000.

Two Chicago libraries were prepared by Dovetail genomics as described previously^13^. Libraries were sequenced in two lanes on an Illumina HiSeq 2500 in rapid run mode to generate 313.5 and 357.2 M 100 bp read pairs. This provided a total of 72 × physical coverage.

### Genome assemblies

SOAPdenovo2 was used for initial assembly of the genomic libraries with a round of gap-filling after the scaffolds had been constructed. This assembly was used as input to the HiRise program along with data from the Chicago libraries for scaffolding using contact frequency information. After scaffolding, another round of gap-filling was done to close the gaps. Two iterations of HiRise scaffolding were done; the first used a single lane of sequencing from one Chicago library and the second used data from sequencing one lane of each two Chicago libraries made from larger DNA fragments. Completeness of the gene-space was evaluated using CEGMA, a set of 357 Ultra Conserved Ortologous Sequences and EST sequences from NCBI for *Lactuca* spp.

### Assembly validation and genetic analysis

Reads for each of the 99 F_7_ RILs were mapped to the genomic sequence of *L. sativa* using CLC Genomics Server 6.5 (Qiagen, Redwood City, CA, USA) and haplotypes assigned to each scaffold in each RIL based on the consensus all single-nucleotide polymorphisms detected per scaffold. Scaffolds that exhibited haplotypes with many discontinuities at the same position were considered to be chimeric (Supplementary Fig. 1); these putative chimeras were manually split and the subsections mapped independently. All scaffolds over 1 kb were clustered into nine chromosomal linkage groups using MadMapper^55^. Scaffolds within each chromosomal linkage group were then assigned to genetic bins based on their segregation using MSTmap^56^. For comparison of the new genetic map with the previous Affymetrix GeneChip map^20^ unigenes used in the chip-based map^57^ were mapped to the SoapDenovo assembly.

Genetic information from the map based on the SOAPdenovo scaffolds was used for validation of the HiRise superscaffolds by correlating their physical and genetic positions. After validation and clean-up of the HiRise assembly, superscaffolds were mapped into the nine LGs. An initial order was assigned based on the genetic position of the first and last scaffolds within the superscaffold; validated superscaffolds were oriented based on their terminal locations. This order was revised based in the terminal haplotypes to minimize the double recombinants and genetic inconsistencies; the refined order of the superscaffolds was used to construct chromosomal pseudomolecules joining superscaffolds with 10 kb of N's as spacers. Telomeric sequence arrays were found by string searches of known telomere sequences.

### Prediction and analysis of repeat sequences

Transposable elements were identified in the genome using a combination of homology-based and *de novo* approaches^58^. The genome was mined for repeat elements using ProteinMask and RepeatMasker^59^ using Repbase^60^ and a set of custom repeat libraries as reference. Additionally, TRF^61^ was used to find tandem repeats.

### Prediction of non-coding RNA genes

Prediction of ncRNA was done by type, and first tRNAscan-SE^62^ was used to predict tRNAs. Similarly snoscan^63^ and RNAmmer^64^ were used to predict snoRNA and rRNA, respectively. Infernal^65^ was used for prediction of more ncRNA using the rFam database^66^ as input for miRNA, rRNA, rybozimes, snRNA and tRNA.

### Small RNA and target gene analysis

Total RNA was isolated from leaves of *L. sativa* cvs. Salinas, Cobham Green and Diana, infected or not infected by *Bremia lactucae* (10 samples total). Small RNA libraries were constructed using the TruSeq Small RNA Sample Preparation Kit (Illumina, Hayward, CA, USA). Parallel analysis of RNA end (PARE) libraries were constructed as previously described^23^. The libraries were sequenced on an Illumina HiSeq 2000 at the Delaware Biotechnology Institute (Newark, DE, USA).

The raw reads of sRNA sequencing data were trimmed to remove adaptor sequences and then mapped to the lettuce genome using Bowtie^67^. Reads that matched tRNAs, rRNAs, snRNA and snoRNAs were excluded. Only reads that perfectly matched the lettuce genome were used for further study; miRNA prediction was performed using the previously reported pipeline^25^. *PHAS* analyses were conducted as described previously^25^,^68^. Genome-wide miRNA target prediction was performed using the sPARTA package^69^ with the built-in target-prediction module miRFerno, followed by PARE-based validation of predicted targets.

### Gene annotation

Protein-coding genes were predicted using multiple gene annotation pipelines. Two sets of GLEAN predictions and one set of MAKER annotations were combined into a single pool. These data were reduced to non-redundant predictions and further filtered based on an Overlap Weighted Evidence Gene-model (OWEG) score for reliability of the predictions (S.R.-C.-W., unpublished observations). The predicted proteome and genic region were evaluated with CEGMA^19^ and against the UCOS^70^ to evaluate their completeness. Tandem gene arrays were identified using the CoGe platform as one of the SynMap^71^ outputs.

A phylogenetic tree was constructed using sequences of predicted CEG genes using CEGMA^19^ on a diverse sample of Eudicot species. Sequences were aligned on Clustal Omega. These alignments were inspected visually, concatenated and used as input into Mega^72^ to determine the best substitution model. Concatenated alignment was then used to construct a maximum likelihood tree in RAxML^73^.

### Protein clustering and functional annotation

Functional annotation of all the transcripts was done using InterProScan5^21^ and KEGG Automated Annotation Service (KAAS)^74^. Predicted proteins were BLASTed against *A. thaliana* TAIR10 proteins with BLASTp 1 × e^−10^ to find homologous sequences. Analysis of a set of protein families domains from Pfam database v27.0 (ref. 75) was done on the predicted *L. sativa* annotations and a panel of published plant genomes. Number of protein domains detected per species was analysed for abundance of particular gene families in *L. sativa.*

The predicted proteome of *L. sativa* was clustered in OrthoMCL^27^ with proteins from published plant genomes. Genes present in clusters that were single copy and present in all genomes were used to calculate divergence with *V. vinifera* as the reference. *X*^2^ test was performed in a subset of clusters. Using annotations from *L. sativa* clusters were classified as Receptor Like Kinases (RLKs), Nucleotide binding Leucine rich repeat Receptors (NLRs), lipooxinagenase-like (LOX-like) and subjected to further analysis. Genes present in clusters specific to *L. sativa* were used for GO enrichment analysis using Blast2GO.

### Analysis of synteny

Synteny was analysed using the CoGe platform (https://genomevolution.org/). *V. vinifera* and *L. sativa* were used as references against 16 publicly available plant genomes including *C. cardunculus*^9^. Besides synteny to the two reference genomes intragenomic synteny was calculated for all Asterid genomes. For comparisons against lettuce and for the intragenomic comparisons, sequence divergence estimates between syntelogs were calculated as part of CoGe.

Triplicated blocks in the *L. sativa* genome were identified by aligning syntenic blocks to the reference and extracting regions that had at least five syntenic genes across two blocks. These blocks were visually inspected and organized into triplicated regions. Divergence between the paralogous regions was calculated using the divergence between the syntelogs within each region. This information was used to group the regions into three subgenomes. Analysis of gene contents of these triplicated regions was done first by GO enrichment analysis using Blast2GO. Additional analysis was done for four families of transcription factors (WRKY, AP2, TCP, MADS). All of the predicted genes in these families were aligned on Clustal Omega and a tree constructed using Clustal Phylogeny. In parallel, mutation rates were calculated for pairs of syntelogs at the whole gene level and also for both termini independently.

Expression data for the genes within the triplicated regions were mined from multiple RNA-seq experiments. These reads were mapped to the genome and read counts were generated for the predicted genes. Downstream analysis was done using R3.1.0 (ref. 76) to normalize the raw counts with the DESeq package and then input to the Weighted Gene Correlation-Expression Network Analysis package for network construction.

### Data availability

Annotated version of the genome assembly is available from NCBI Genebank under project PRJNA173551 and CoGe^71^ (Organism ID 36218, Genome ID 28333). All raw reads for *L. sativa* cv. Salinas have been deposited at the NCBI Sequence Read Archive (SRA) under umbrella project PRJNA173551, accession SRP105354. Sequence for all 99 F_7_ RILs have been deposited under umbrella project PRJNA243095, accession SRP040749. Small RNA and PARE data have been deposited at the NCBI Gene Expression Omnibus (GEO) under accession GSE84280. Genome browsers and additional information of the assembly and annotation are available at http://lgr.genomecenter.ucdavis.edu. Additional information is available upon request from the corresponding author.

## Additional information

**How to cite this article:** Reyes-Chin-Wo, S. *et al*. Genome assembly with *in vitro* proximity ligation data and whole-genome triplication in lettuce. *Nat. Commun.* **8,** 14953 doi: 10.1038/ncomms14953 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Tables, Supplementary Note and Supplementary References

Supplementary Data 1 Evaluation of the completeness of the *L. sativa* genome assembly

Supplementary Data 2 SOAPdenovo scaffold genetic map and RIL genotypes (A = *L. sativa* cv Salinas, B = *L. serriola* acc US96UC23)

Supplementary Data 3 Hi-Rise superscaffolds genetic order

Supplementary Data 4 General statistics of the *L. sativa* cv Salinas x *L. serriola* acc US96UC23 genetic map

Supplementary Data 5 Classification of the repeat content for *L. sativa*

Supplementary Data 6 Results of blastp of primary transcripts from predicted geneset against *Arabidopsis* TAIR10 protein annotations

Supplementary Data 7 InterProScan protein domain annoations for predicted primary transcripts

Supplementary Data 8 InterProScan GO Annotations for predicted primary transcripts

Supplementary Data 9 KAAS annotations of protein primary transcripts from predicted geneset

Supplementary Data 10 List of miRNA genes and coordinates in Lettuce genome. The annotation was based on miRBase version 20.

Supplementary Data 11 PARE-validated miRNA targets (at a P-value < 0.05)

Supplementary Data 12 *PHAS* loci identified in lettuce

Supplementary Data 13 Results of OrthoMCL clustering of predicted proteomes for *L. sativa* and 9 other published plant genomes

Supplementary Data 14 Estimated sequence divergence of ortologous genes against *V. vinifera*

Supplementary Data 15 Calculation of Chi-square test for OrthoMCL clusters

Supplementary Data 16 Blast2GO Fisher test GO enrichment result for *L. sativa* specific cluters

Supplementary Data 17 Count of genes found for selected Pfam protein domain across 10 species

Supplementary Data 18 Overview of syntenic comparisons across a panel of plant genomes

Supplementary Data 19 Estimated sequence divergence for all *L. sativa* syntelogs

Supplementary Data 20 Blast2GO Fisher test GO enrichment result for retained genes

Supplementary Data 21 Estimated sequence divergence for the complete, 5' end and 3' end of the WRKY and AP2 syntelogs

Supplementary Data 22 Module adjacency for Weighted Gene Co-expression Network

Peer Review File

## Figures and Tables

**Figure 1:**
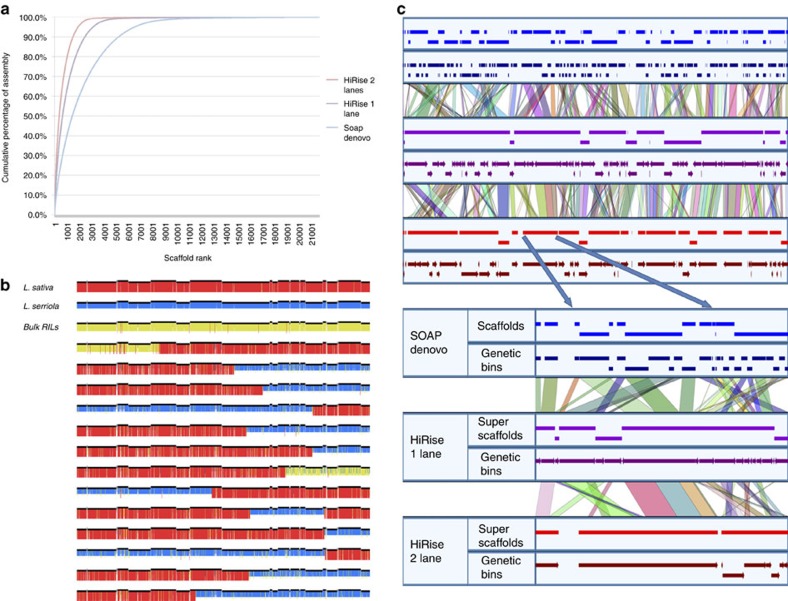
Improvement of the *L. sativa* cv. Salinas genome assembly after scaffolding with HiRise. (**a**) Higher contiguity of the genome assembly by scaffold using HiRise as a function of an increase in the sequence size and proportion of large sequences. (**b**) Genotype calls for RILs with crossovers across the longest HiRise superscaffold. Red bars represent *L. sativa* alleles, blue bars represent *L. serriola* alleles and the yellow bars represent heterozygotes. Alternating discontinuities in the black line of top of the genotype represent joins between SOAPdenovo scaffolds. (**c**) Ordering, orientation and incorporation of additional scaffolds spanning the Major Resistance Cluster 2 (ref. 31) in the two HiRise assemblies. Expanded view shows a single super scaffold that organized four genetic bins into a single unit.

**Figure 2:**
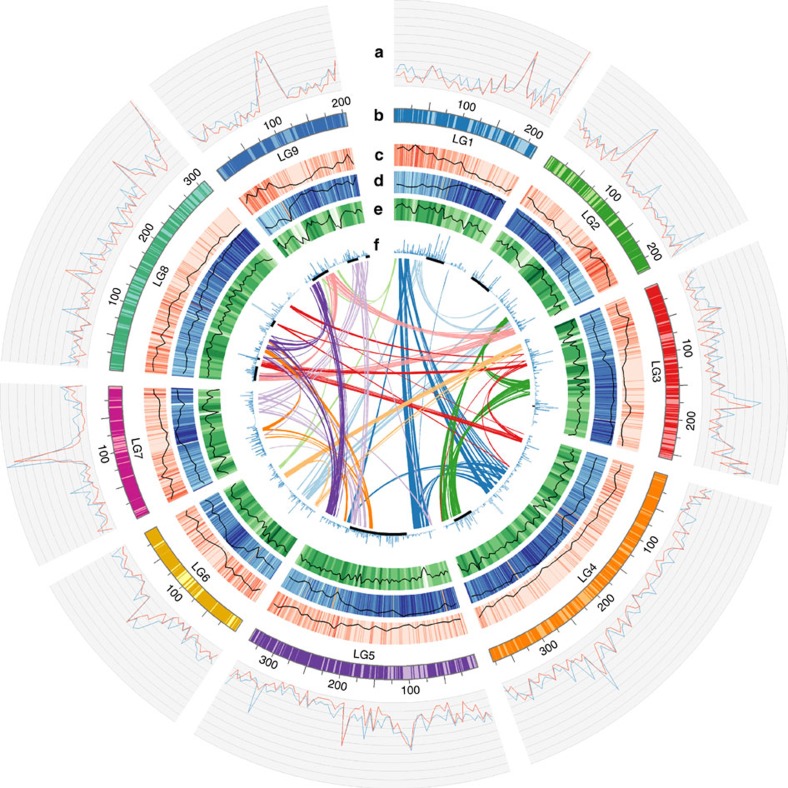
Overview of the *L. sativa* cv. Salinas genome. (**a**) Number of scaffolds in 1 Mb intervals indicating the greater contiguity with the HiRise analysis. Blue, SOAPdenovo scaffolds; red, HiRise superscaffolds. (**b**) Chromosomal pseudomolecules. Dark areas indicate the 63% of the genome that is positioned and oriented accurately. (**c**) Gene density (in 1 Mb windows). (**d**) Repeat density (in 1 Mb windows). (**e**) Density of single-nucleotide polymorphism used for genetic map construction (in 1 Mb windows). (**f**) Size of tandem gene arrays. Black blocks underneath show MRC regions^31^. The coloured lines in the centre show links between syntenic blocks of at least five genes derived from the most recent whole-genome triplication.

**Figure 3:**
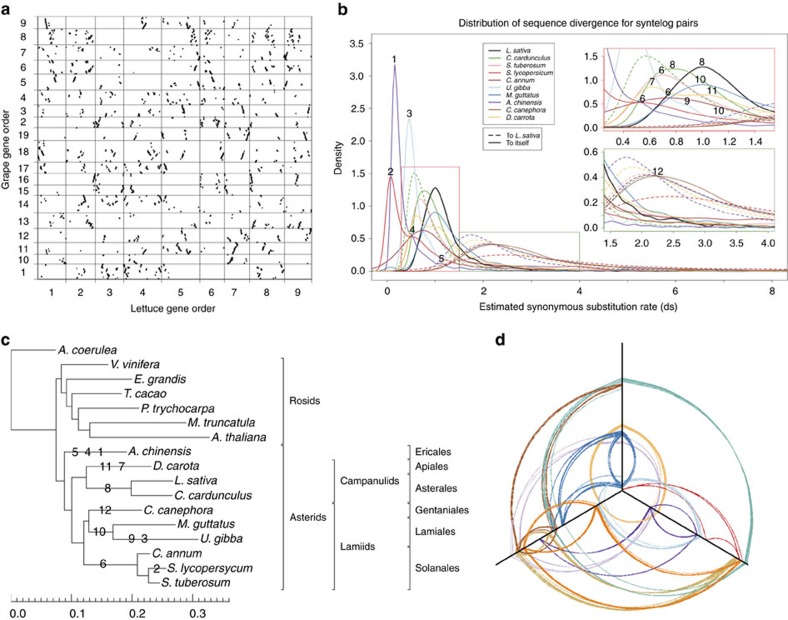
Detection of ancient poliploydization events. (**a**) Syntenic dotplot of *L. sativa* versus *V. vinifera* (*x* axis: *L*. *sativa* chromosomes; *y* axis: *V. vinifera* chromosomes). (**b**) Density distribution of estimated synonymous substitution rate (ds) of syntelog pairs for intragenomic comparisons and for *L. sativa* against a panel of Asterid species; inserts are enlargements of the main plot. (**c**) RAxML phylogenetic tree of the Asterid clade; scale is estimated nucleotide substitutions per site. Numbers represent inferred positions of the whole-genome duplication/triplication events observed in the syntelogs data (**b**). (**d**) Distributions of triplicated paralogous genes within the lettuce genome. Chromosomal pseudomolecules are arranged progressively along the three axes: *x*: LG1, LG4, LG7; *y*: LG2, LG5, LG8; *z*: LG3, LG6, LG9. WGT, whole-genome triplication.

**Figure 4:**
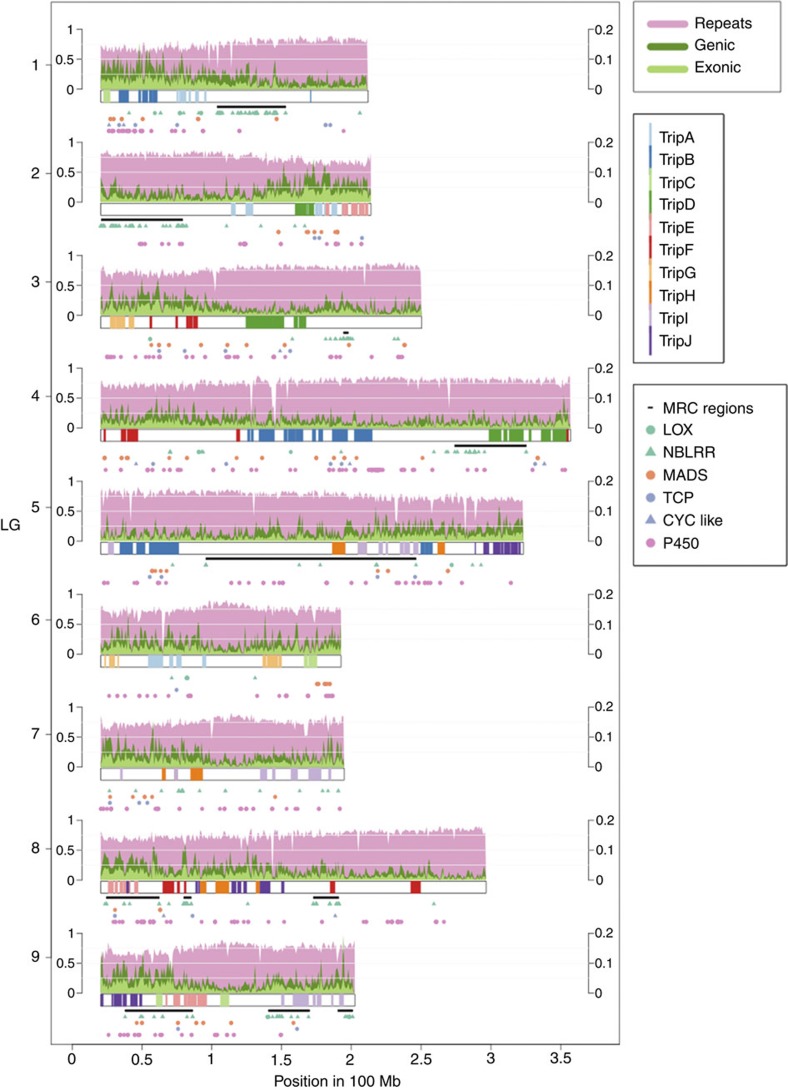
Genome-wide distribution of triplicated regions detected in *L. sativa* relative to genomic features and specific gene families. Each plot represents a single chromosomal pseudomolecule showing the location of the different triplicated regions represented as coloured bars. Repeat, genic and exonic densities are displayed above each chromosomal bar. Due to the large differences in scale, repeat content is scaled on the left axis and genic/exonic content is called on the right axis. Directly below the chromosomal bar are the MRC regions^31^. The lower four tracks show the distribution of different types of genes.

**Table 1:** Assembly statistics for the genome of *L. sativa* cv. Salinas.

**Genome assembly metrics**		
	SOAPDenovo	HiRise (2 lanes)
*Contigs*		
N50 (size/number)	36 kb/21,116	—
Largest	253 kb	—
Total size	2.21 Gb	—
Total number	153,952	—
*Scaffolds*		
N50 (size/number)	476 kb/1,445	1.8 Mb
N90 (size/number)	118 kb/5,237	360 kb/1,520
Largest	3.1 Mb	12.2 Mb
Total size	2.38 Gb	2.38 Gb
Total number	21,686	11,474
Genome annotation*		
	Family	Total Length
Transposable elements	Retroelements	1.5 Gb (61.5%)
	DNA elements	29.5 Mb (1.2%)
	MITEs	103.7 Mb (4.4%)
	Others	115.3 kb (<1%)
	Unknown	152.9 Mb (6.3%)
	Total	1.8 Gb (74.2%)
	Type	Copies
Non-coding RNA	rRNAs	2,587
	tRNAs	1,347
	Predicted miRNAs	483
	Detected miRNAs	86
	snRNAs	1,514
Protein coding genes	Total number	38,919
	Annotated transcripts	31,348
	Average CDS length	1.05 kb

MITE, Miniature Inverted-Repeat Transposable Elements.

^*^Annotation provided for HiRise assembly.

## References

[b1] FunkV. A. . in *Plant Diversity and Complexity Patterns: Local, Regional, and Global Dimensions: Proc. Int. Symp. Royal Danish Academy of Sciences and Letters in Copenhagen, Denmark, 25–28 May 2003*, Vol. 55, (eds Friis, I. & Balslev, H.) 343–374 (Kgl. Danske Videnskabernes Selskab, 2005).

[b2] KimK.-J., ChoiK.-S. & JansenR. K. Two chloroplast DNA inversions originated simultaneously during the early evolution of the Sunflower family (Asteraceae). Mol. Biol. Evol. 22, 1783–1792 (2005).1591749710.1093/molbev/msi174

[b3] BarredaV. D. . Eocene Patagonia fossils of the Daisy family. Science 329, 1621 (2010).2092984010.1126/science.1193108

[b4] JuddW. S., CampbellC. S., KelloggE. A., StevensP. F. & DonoghueM. J. Plant systematics: a phylogenetic approach. Ecol. Mediterr. 25, 215 (1999).

[b5] KesseliR. V. & MichelmoreR. W. *Genome Mapping in Plants*. 179–191 (RG Landes Co., Georg, 1997).

[b6] DempewolfH., RiesebergL. & CronkQ. Crop domestication in the Compositae: a family-wide trait assessment. Genet. Resour. Crop Evol. 55, 1141–1157 (2008).

[b7] FAO. FAOSTAT. FAOSTAT http://faostat3.fao.org/home/E (2015).

[b8] PengY. . *De novo* genome assembly of the economically important weed horseweed using integrated data from multiple sequencing platforms. Plant Physiol. 166, 1241–1254 (2014).2520998510.1104/pp.114.247668PMC4226366

[b9] ScaglioneD. . The genome sequence of the outbreeding globe artichoke constructed *de novo* incorporating a phase-aware low-pass sequencing strategy of F1 progeny. Sci. Rep 6, 19427 (2016).2678696810.1038/srep19427PMC4726258

[b10] Anonymous. *Crop Values: 201**4 Summary*. USDA, http://usda.mannlib.cornell.edu/MannUsda/homepage.do (2015).

[b11] MichaelsonM. J., PriceH. J., EllisonJ. R. & JohnstonJ. S. Comparison of plant DNA contents determined by Feulgen microspectrophotometry and laser flow cytometry. Am. J. Bot. 78, 183–188 (1991).

[b12] KoopmanW. J. M. & De JongJ. H. A numerical analysis of karyotypes and DNA amounts in lettuce cultivars and species (*Lactuca* subsect. *Lactuca*, Compositae). Acta Bot. Neerl. 45, 211–222 (1996).

[b13] PutnamN. H. . Chromosome-scale shotgun assembly using an *in vitro* method for long-range linkage. Genome Res. 26, 342–350 (2016).2684812410.1101/gr.193474.115PMC4772016

[b14] FlotJ.-F., Marie-NellyH. & KoszulR. Contact genomics: scaffolding and phasing (meta)genomes using chromosome 3D physical signatures. FEBS Lett. 589, 2966–2974 (2015).2593541410.1016/j.febslet.2015.04.034

[b15] RiceE. S. . Improved genome assembly of American alligator genome reveals conserved architecture of estrogen signaling. Preprint at *bioRxiv*, http://biorxiv.org/content/early/2016/08/01/067165 (2016).10.1101/gr.213595.116PMC541176428137821

[b16] SessionA. M. . Genome evolution in the allotetraploid frog *Xenopus laevis*. Nature 538, 336–343 (2016).2776235610.1038/nature19840PMC5313049

[b17] MichaelT. P. & VanBurenR. Progress, challenges and the future of crop genomes. Curr. Opin. Plant Biol. 24, 71–81 (2015).2570326110.1016/j.pbi.2015.02.002

[b18] MatvienkoM. . Consequences of normalizing transcriptomic and genomic libraries of plant genomes using a duplex-specific nuclease and tetramethylammonium chloride. PLoS ONE 8, e55913 (2013).2340908810.1371/journal.pone.0055913PMC3568094

[b19] ParraG., BradnamK. & KorfI. CEGMA: a pipeline to accurately annotate core genes in eukaryotic genomes. Bioinformatics 23, 1061–1067 (2007).1733202010.1093/bioinformatics/btm071

[b20] TrucoM. J. . An ultra high-density, transcript-based, genetic map of Lettuce. G3 Genes Genomes Genetics 3, 617–631 (2013).2355011610.1534/g3.112.004929PMC3618349

[b21] JonesP. . InterProScan 5: genome-scale protein function classification. Bioinformatics 30, 1236–1240 (2014).2445162610.1093/bioinformatics/btu031PMC3998142

[b22] KanehisaM. & GotoS. KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res. 28, 27–30 (2000).1059217310.1093/nar/28.1.27PMC102409

[b23] ZhaiJ. . MicroRNAs as master regulators of the plant NB-LRR defense gene family via the production of phased, trans-acting siRNAs. Genes Dev. 25, 2540–2553 (2011).2215621310.1101/gad.177527.111PMC3243063

[b24] FeiQ., XiaR. & MeyersB. C. Phased, secondary, small interfering RNAs in posttranscriptional regulatory networks. Plant Cell 25, 2400–2415 (2013).2388141110.1105/tpc.113.114652PMC3753373

[b25] ArikitS. . An atlas of soybean small RNAs identifies phased siRNAs from hundreds of coding genes. Plant Cell 26, 4584–4601 (2014).2546540910.1105/tpc.114.131847PMC4311202

[b26] ZhaiJ., ArikitS., SimonS. A., KinghamB. F. & MeyersB. C. Rapid construction of Parallel Analysis of RNA End (PARE) libraries for Illumina sequencing. Methods 67, 84–90 (2014).2381089910.1016/j.ymeth.2013.06.025

[b27] FischerS. . Using OrthoMCL to assign proteins to OrthoMCL-DB groups or to cluster proteomes into new ortholog groups. *Curr. Protoc. Bioinforma* Chapter 6, Unit 6.12.1-19. (2002).10.1002/0471250953.bi0612s35PMC319656621901743

[b28] YangZ. PAML 4: phylogenetic analysis by maximum likelihood. Mol. Biol. Evol. 24, 1586–1591 (2007).1748311310.1093/molbev/msm088

[b29] WalkerJ. C. Structure and function of the receptor-like protein kinases of higher plants. Plant Mol. Biol. 26, 1599–1609 (1994).785820610.1007/BF00016492

[b30] ShiuS.-H. & BleeckerA. B. Plant receptor-like kinase gene family: diversity, function, and signaling. Sci. Signal. 2001, re22 (2001).10.1126/stke.2001.113.re2211752632

[b31] ChristopoulouM. . Genome-wide architecture of disease resistance genes in Lettuce. G3 Genes Genomes Genetics 5, 2655–2669 (2015).2644925410.1534/g3.115.020818PMC4683639

[b32] OhS. K. . Isolation, characterization, and functional analysis of a novel cDNA clone encoding a small rubber particle protein from *Hevea brasiliensis*. J. Biol. Chem. 274, 17132–17138 (1999).1035806810.1074/jbc.274.24.17132

[b33] Van LoonL. C., RepM. & PieterseC. M. J. Significance of inducible defense-related proteins in infected plants. Annu. Rev. Phytopathol. 44, 135–162 (2006).1660294610.1146/annurev.phyto.44.070505.143425

[b34] TangC. . The rubber tree genome reveals new insights into rubber production and species adaptation. Nat. Plants 2, 16073 (2016).2725583710.1038/nplants.2016.73

[b35] BushmanB. S. . Identification and comparison of natural rubber from two *Lactuca* species. Phytochemistry 67, 2590–2596 (2006).1705554310.1016/j.phytochem.2006.09.012

[b36] AagaardJ. E., OlmsteadR. G., WillisJ. H. & PhillipsP. C. Duplication of floral regulatory genes in the Lamiales. Am. J. Bot. 92, 1284–1293 (2005).2164614910.3732/ajb.92.8.1284

[b37] Ibarra-LacletteE. . Architecture and evolution of a minute plant genome. Nature 498, 94–98 (2013).2366596110.1038/nature12132PMC4972453

[b38] The Tomato Genome Consortium. The tomato genome sequence provides insights into fleshy fruit evolution. Nature 485, 635–641 (2012).2266032610.1038/nature11119PMC3378239

[b39] QinC. . Whole-genome sequencing of cultivated and wild peppers provides insights into *Capsicum* domestication and specialization. Proc. Natl Acad. Sci 111, 5135–5140 (2014).2459162410.1073/pnas.1400975111PMC3986200

[b40] HuangS. . Draft genome of the kiwifruit *Acti**nidia chinensis*. Nat. Commun. 4, 2640 (2013).2413603910.1038/ncomms3640PMC4089393

[b41] IorizzoM. . A high-quality carrot genome assembly provides new insights into carotenoid accumulation and asterid genome evolution. Nat. Genet. 48, 657–666 (2016).2715878110.1038/ng.3565

[b42] BarkerM. S. . Multiple paleopolyploidizations during the evolution of the Compositae reveal parallel patterns of duplicate gene retention after millions of years. Mol. Biol. Evol. 25, 2445–2455 (2008).1872807410.1093/molbev/msn187PMC2727391

[b43] BremerB. . Phylogenetics of asterids based on 3 coding and 3 non-coding chloroplast DNA markers and the utility of non-coding DNA at higher taxonomic levels. Mol. Phylogenet. Evol. 24, 274–301 (2002).1214476210.1016/s1055-7903(02)00240-3

[b44] WangX. . The genome of the mesopolyploid crop species *Brassica rapa*. Nat. Genet. 43, 1035–1039 (2011).2187399810.1038/ng.919

[b45] ChapmanM. A., Leebens-MackJ. H. & BurkeJ. M. Positive selection and expression divergence following gene duplication in the sunflower *Cycloidea* gene family. Mol. Biol. Evol. 25, 1260–1273 (2008).1839047810.1093/molbev/msn001

[b46] GarciaS. . Recent updates and developments to plant genome size databases. Nucleic Acids Res. 42, D1159–D1166 (2013).2428837710.1093/nar/gkt1195PMC3965065

[b47] VannesteK., BaeleG., MaereS. & Van de PeerY. Analysis of 41 plant genomes supports a wave of successful genome duplications in association with the Cretaceous-Paleogene boundary. Genome Res. 24, 1334–1347 (2014).2483558810.1101/gr.168997.113PMC4120086

[b48] FawcettJ. A., MaereS. & Van de PeerY. Plants with double genomes might have had a better chance to survive the Cretaceous-Tertiary extinction event. Proc. Natl Acad. Sci. 106, 5737–5742 (2009).1932513110.1073/pnas.0900906106PMC2667025

[b49] JiaoY. . Ancestral polyploidy in seed plants and angiosperms. Nature 473, 97–100 (2011).2147887510.1038/nature09916

[b50] BlommeT. . The gain and loss of genes during 600 million years of vertebrate evolution. Genome Biol. 7, R43 (2006).1672303310.1186/gb-2006-7-5-r43PMC1779523

[b51] SeamanF. C. Sesquiterpene lactones as taxonomic characters in the Asteraceae. Bot. Rev. 48, 121–594 (1982).

[b52] OhM.-M., TrickH. N. & RajashekarC. B. Secondary metabolism and antioxidants are involved in environmental adaptation and stress tolerance in Lettuce. J. Plant Physiol. 166, 180–191 (2009).1856204210.1016/j.jplph.2008.04.015

[b53] DoyleJ. & DoyleJ. L. Genomic plant DNA preparation from fresh tissue-CTAB method. Phytochem. Bull 19, 11–15 (1987).

[b54] RogersS. O. & BendichA. J. in Plant Molecular Biology Manual (eds Gelvin, S. B., Schilperoort, R. A. & Verma, D. P. S.) 73–83Springer Netherlands (1988).

[b55] KozikA. Suite of python MadMapper scripts for quality control of genetic markers, group analysis and inference of linear order of markers on linkage groups (2006). Available at: http://cgpdb.ucdavis.edu/XLinkage/MadMapper/.

[b56] WuY., BhatP. R., CloseT. J. & LonardiS. Efficient and accurate construction of genetic linkage maps from the minimum spanning tree of a graph. PLoS Genet 4, e1000212 (2008).1884621210.1371/journal.pgen.1000212PMC2556103

[b57] StoffelK. . Development and application of a 6.5 million feature Affymetrix Genechip for massively parallel discovery of single position polymorphisms in lettuce (*Lactuca spp.*). BMC Genomics 13, 185 (2012).2258380110.1186/1471-2164-13-185PMC3490809

[b58] LiR. . *De novo* assembly of human genomes with massively parallel short read sequencing. Genome Res. 20, 265–272 (2010).2001914410.1101/gr.097261.109PMC2813482

[b59] SmitA., HubleyR. & GreenP. RepeatMasker Open-3.0. http://www.repeatmasker.org (2017).

[b60] JurkaJ. . Repbase Update, a database of eukaryotic repetitive elements. Cytogenet. Genome Res. 110, 462–467 (2005).1609369910.1159/000084979

[b61] BensonG. Tandem repeats finder: a program to analyze DNA sequences. Nucleic Acids Res. 27, 573–580 (1999).986298210.1093/nar/27.2.573PMC148217

[b62] LoweT. M. & EddyS. R. tRNAscan-SE: a program for improved detection of transfer RNA genes in genomic sequence. Nucleic Acids Res. 25, 955–964 (1997).902310410.1093/nar/25.5.955PMC146525

[b63] LoweT. M. & EddyS. R. A computational screen for methylation guide snoRNAs in yeast. Science 283, 1168–1171 (1999).1002424310.1126/science.283.5405.1168

[b64] LagesenK. . RNAmmer: consistent and rapid annotation of ribosomal RNA genes. Nucleic Acids Res. 35, 3100–3108 (2007).1745236510.1093/nar/gkm160PMC1888812

[b65] NawrockiE. P. & EddyS. R. Infernal 1.1: 100-fold faster RNA homology searches. Bioinforma. 29, 2933–2935 (2013).10.1093/bioinformatics/btt509PMC381085424008419

[b66] NawrockiE. P. . Rfam 12.0: Updates to the RNA families database. Nucleic Acids Res. 43, D130–D137 (2015).2539242510.1093/nar/gku1063PMC4383904

[b67] LangmeadB., TrapnellC., PopM. & SalzbergS. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10, R25 (2009).1926117410.1186/gb-2009-10-3-r25PMC2690996

[b68] XiaR. . MicroRNA superfamilies descended from miR390 and their roles in secondary small interfering RNA biogenesis in Eudicots. Plant Cell 25, 1555–1572 (2013).2369598110.1105/tpc.113.110957PMC3694692

[b69] KakranaA., HammondR., PatelP., NakanoM. & MeyersB. C. sPARTA: a parallelized pipeline for integrated analysis of plant miRNA and cleaved mRNA data sets, including new miRNA target-identification software. Nucleic Acids Res. 42, e139 (2014).2512026910.1093/nar/gku693PMC4191380

[b70] KozikA. . in *Plant and Animal Genomes Conference* XVI, P6 (2008).

[b71] LyonsE., PedersenB., KaneJ. & FreelingM. The value of nonmodel genomes and an example using SynMap within CoGe to dissect the hexaploidy that predates the Rosids. Trop. Plant Biol. 1, 181–190 (2008).

[b72] KumarS., TamuraK., JakobsenI. B. & NeiM. MEGA2: molecular evolutionary genetics analysis software. Bioinforma. 17, 1244–1245 (2001).10.1093/bioinformatics/17.12.124411751241

[b73] StamatakisA., LudwigT. & MeierH. RAxML-III: a fast program for maximum likelihood-based inference of large phylogenetic trees. Bioinforma. 21, 456–463 (2005).10.1093/bioinformatics/bti19115608047

[b74] MoriyaY., ItohM., OkudaS., YoshizawaA. C. & KanehisaM. KAAS: an automatic genome annotation and pathway reconstruction server. Nucleic Acids Res. 35, W182–W185 (2007).1752652210.1093/nar/gkm321PMC1933193

[b75] FinnR. D. . Pfam: the protein families database. Nucleic Acids Res. 42, D222–D230 (2014).2428837110.1093/nar/gkt1223PMC3965110

[b76] R Core Team. R: A Language and Environment for Statistical Computing. Available at https://www.r-project.org.

# Supplementary material for: Genome assembly with in vitro proximity ligation data and whole-genome triplication in lettuce
**Source:** Nat Commun. 2017 Apr 12;8:14953. doi: 10.1038/ncomms14953
**Supplement:** Supplementary Information — Supplementary Figures, Supplementary Tables, Supplementary Note and Supplementary References

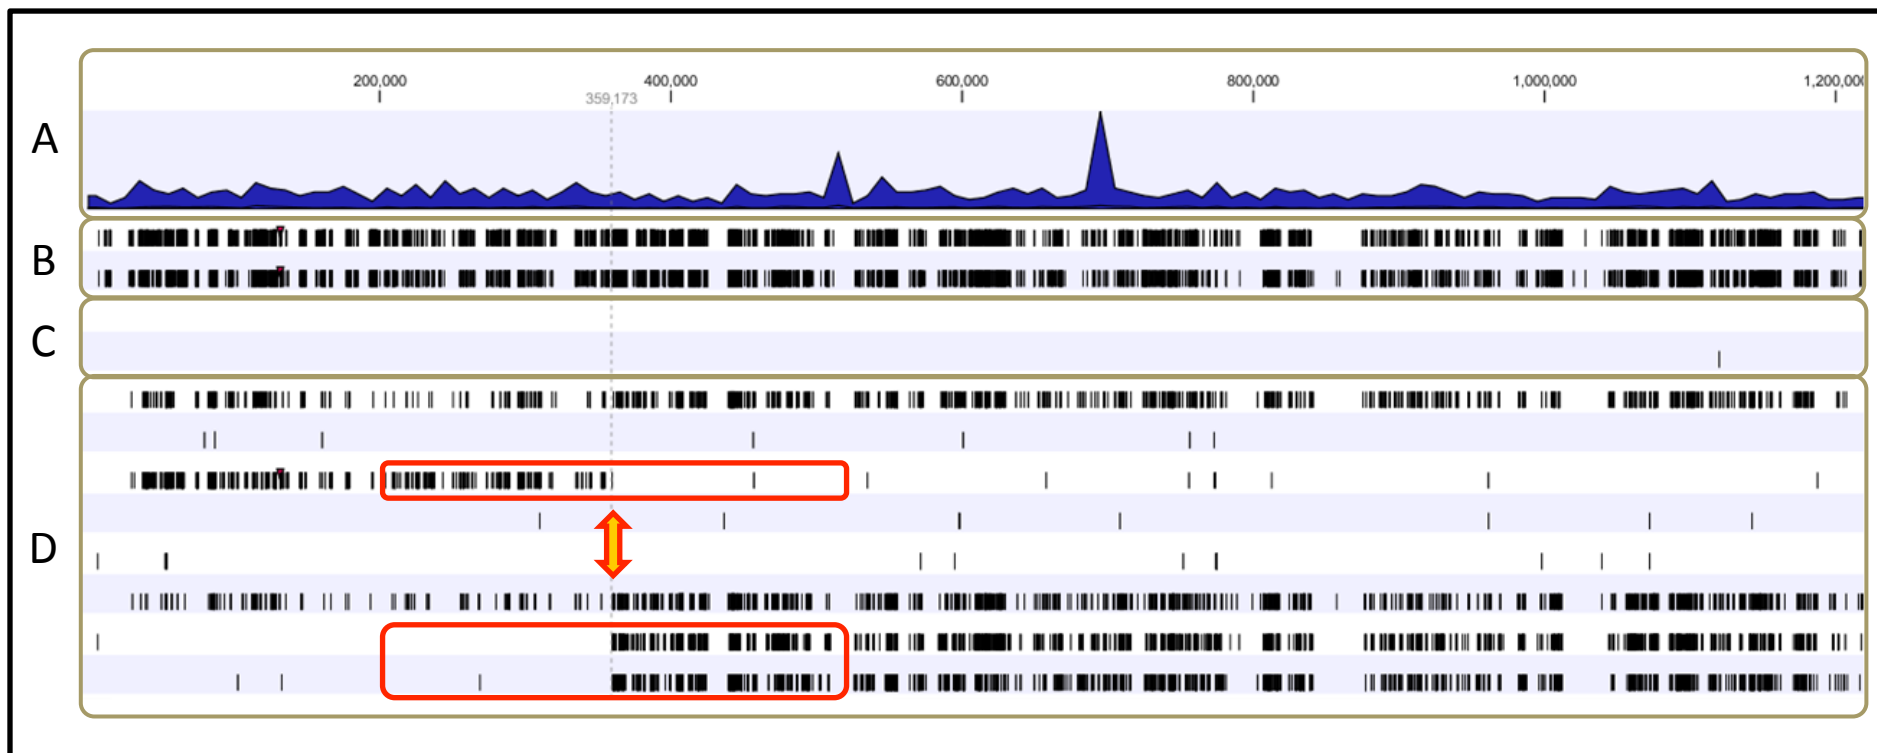

Supplementary Figure 1. **Example of identification of chimeric scaffolds.** Visualization of Illumina read alignment and variant calls with CLC Genomics Workbench for the controls and a set of RILs to a region of chimeric scaffold. Track A displays average genomic read coverage. Panels B, C and D display SNP density across scaffold sequence. Panel B: two control samples of *L.serriola* genotype; panel C: two control samples of *L.sativa* genotype; panel D: set of eight RILs. Red box indicates scaffold region with frequent transition of SNP density from *L.sativa* to *L.serriola* genotype within a set of RILs.

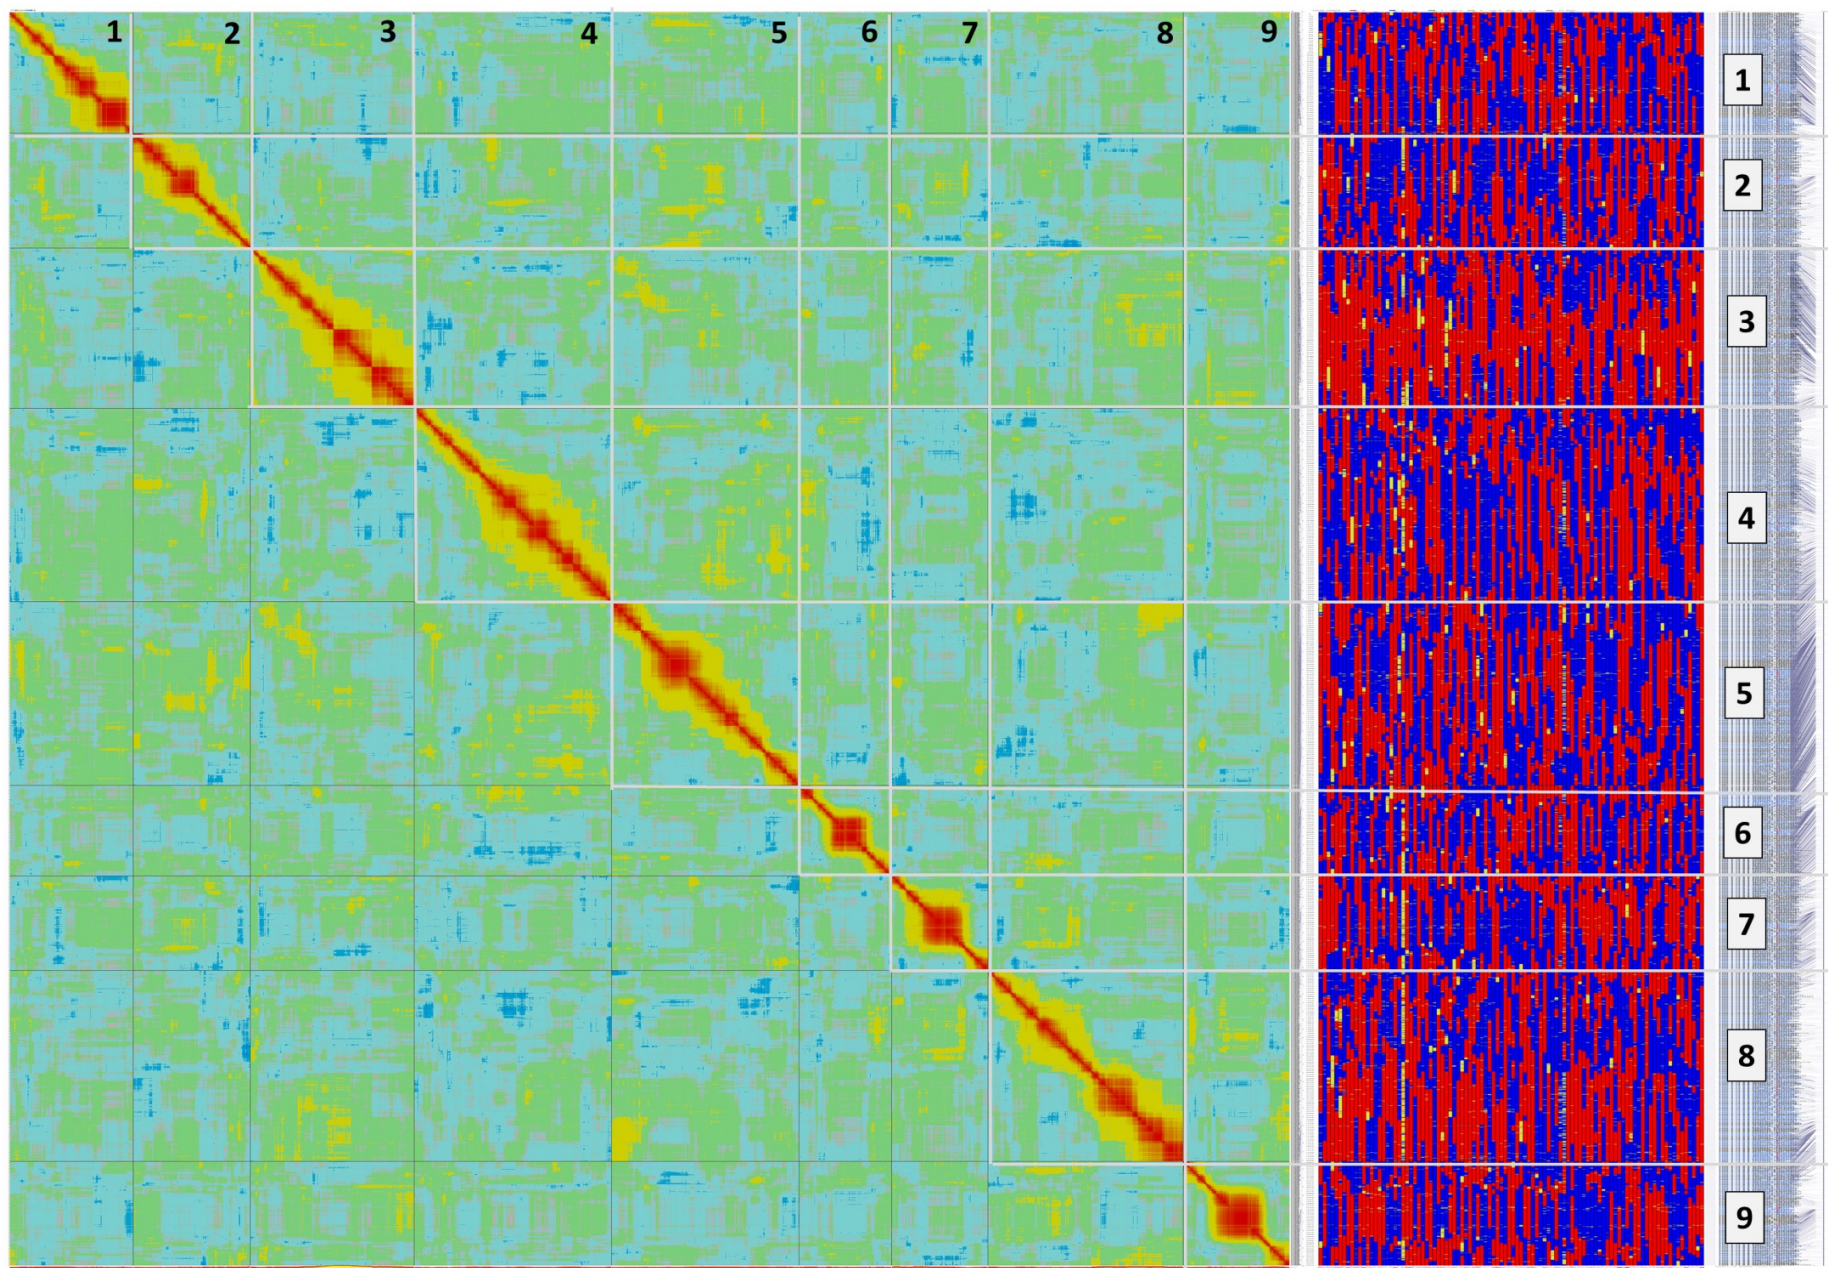

Supplementary Figure 2. **Genetic map for 9,140 SOAPdenovo scaffolds for entire *L. sativa* cv Salinas genome.** Left: Linkage heat plots of concatenated 9 chromosomes. Right: Graphical genotyping across the 9 chromosomes.

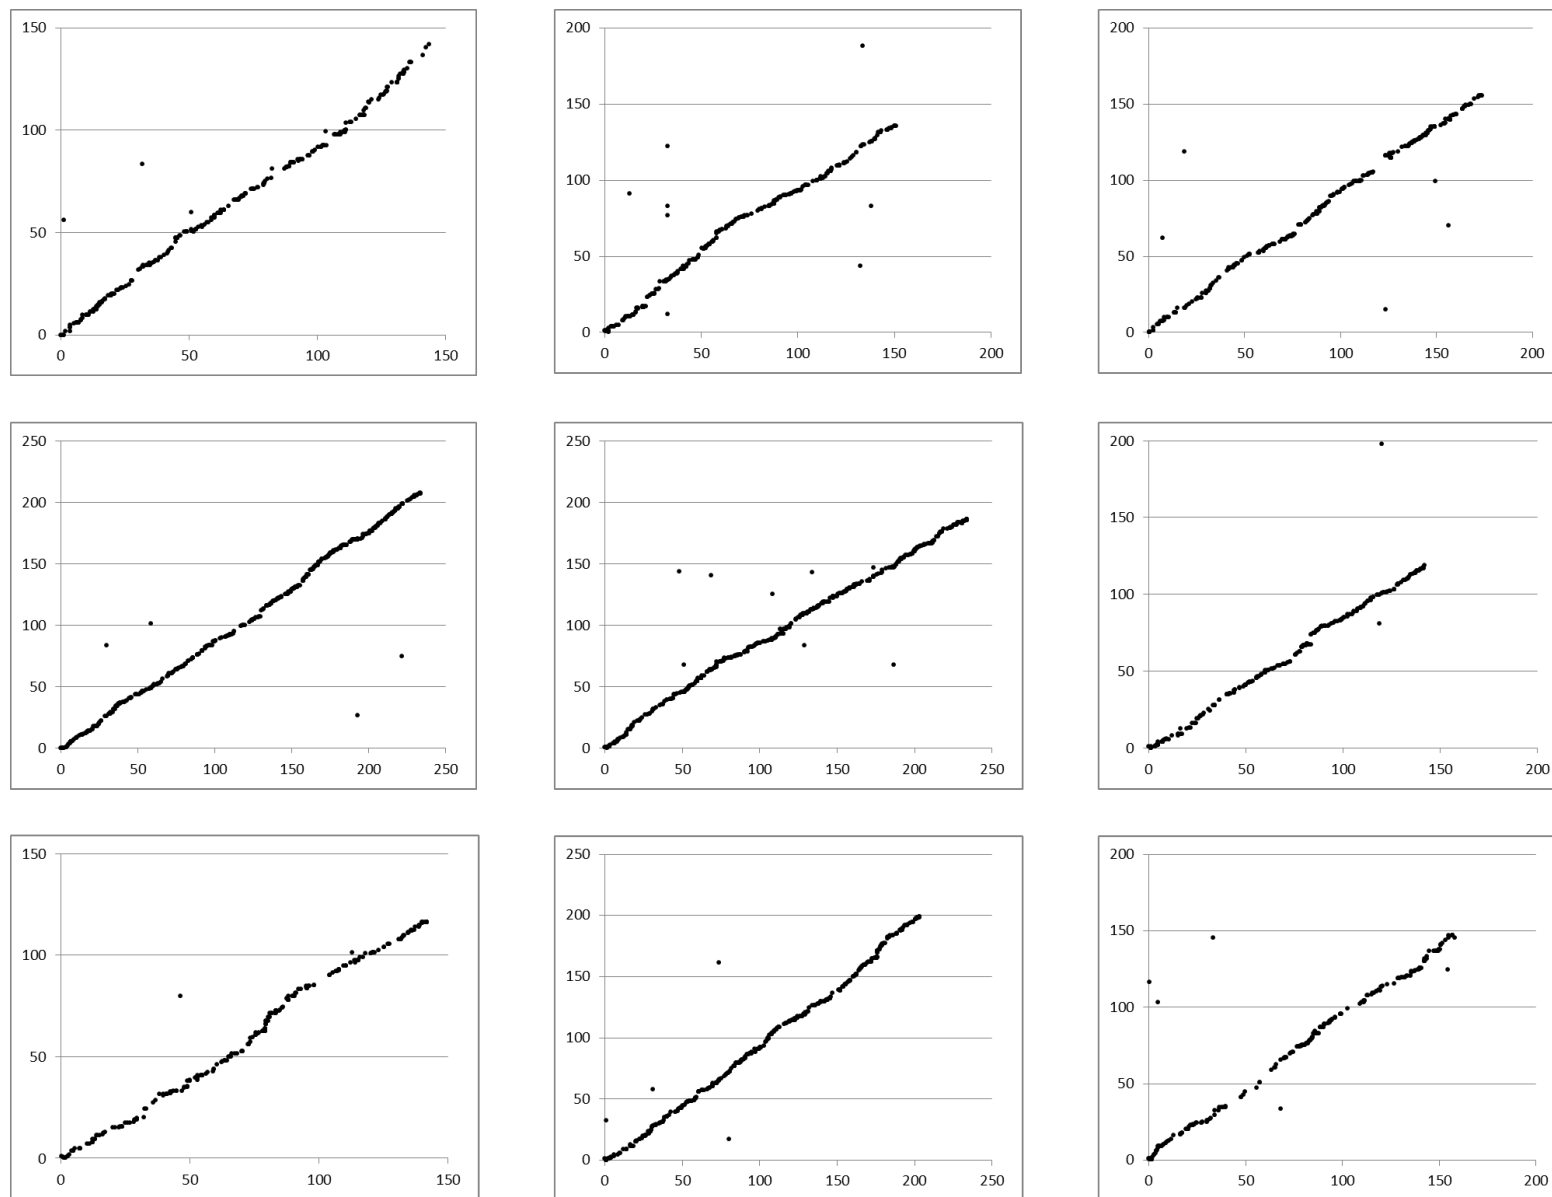

Supplementary Figure 3. **Collinearity between the *L. sativa* cv Salinas GBSS genetic map and the Affymetric based map**

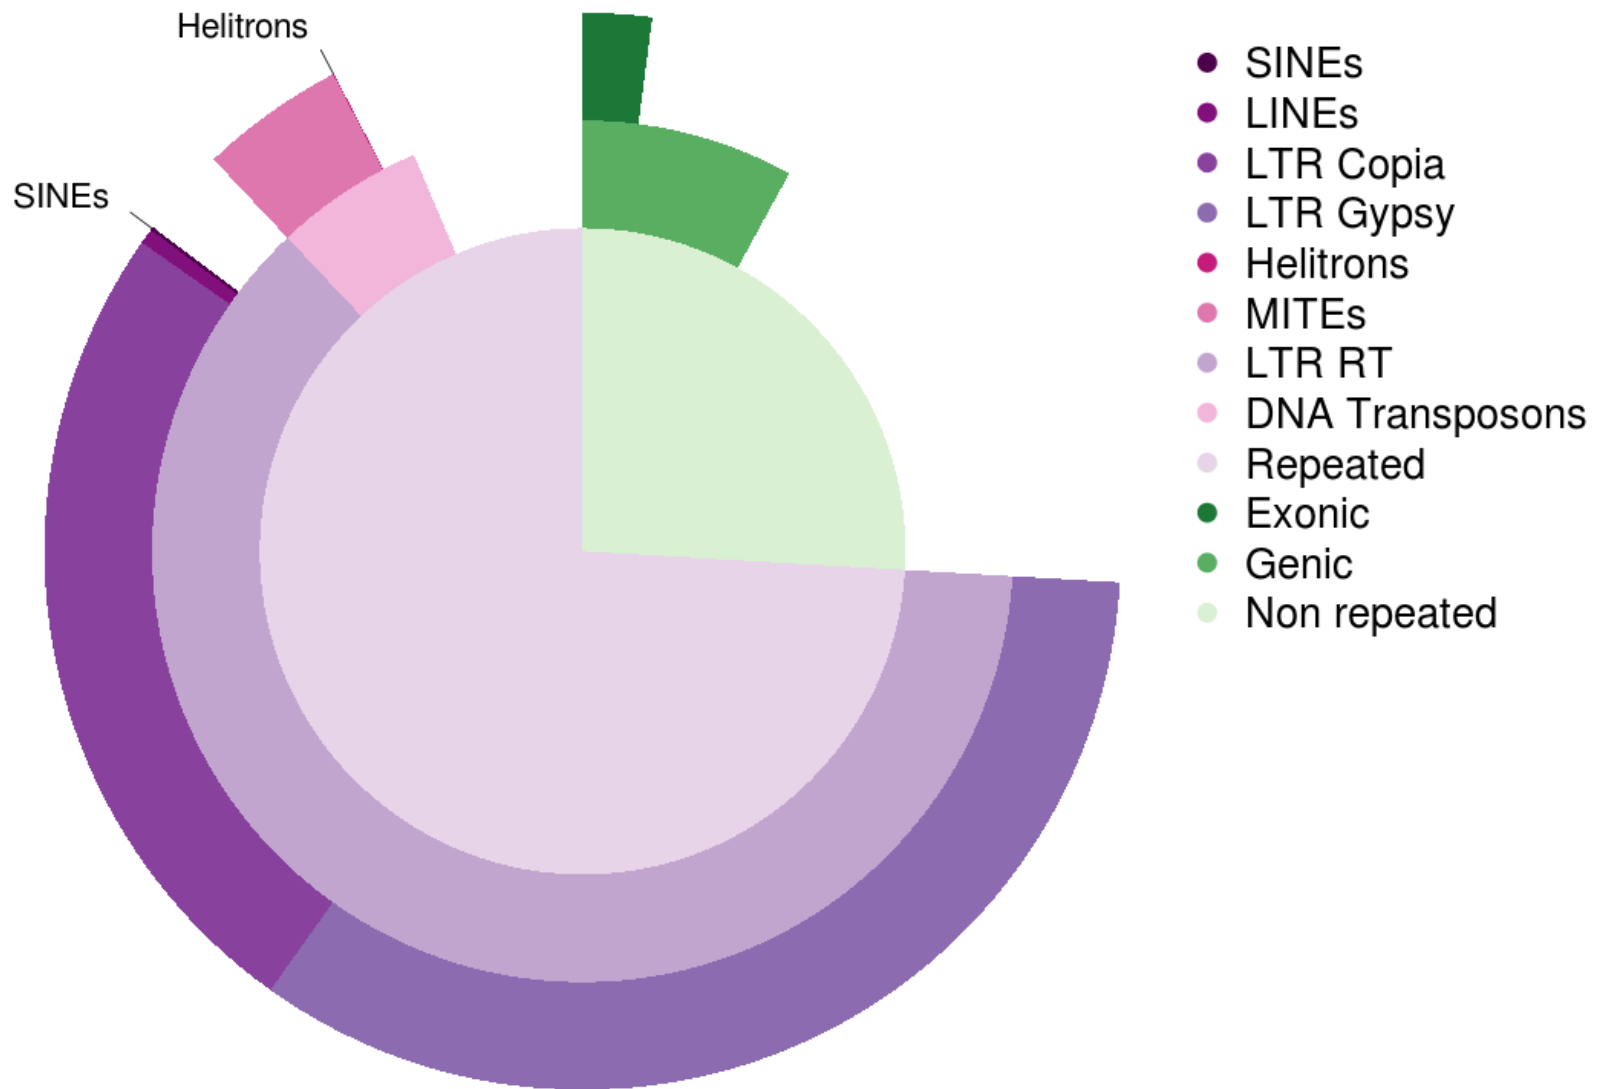

Supplementary Figure 4. **Composition of the *L. sativa* cv Salinas genome based in feature type**

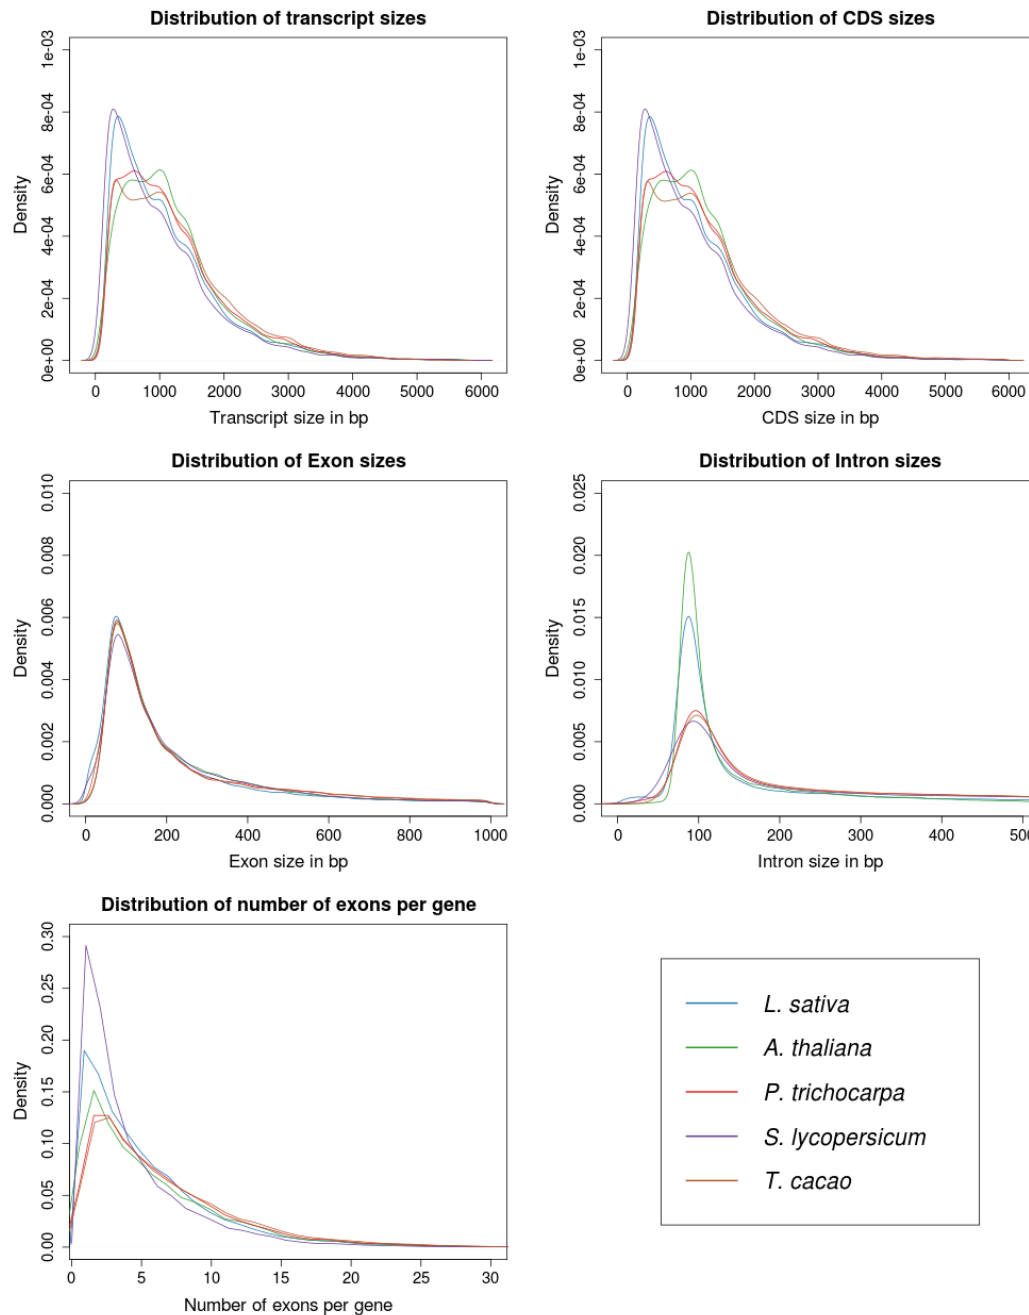

Supplementary Figure 5.  
**Comparison of the distribution of different genomic features of *L. sativa* against other published genomes.** All measurement were calculated based in annotation from Phytozome V9 with in-house scripts. Although there are large differences in genome size across these species no significant differences are visible in the distribution of gene-related (exons/introns) features.

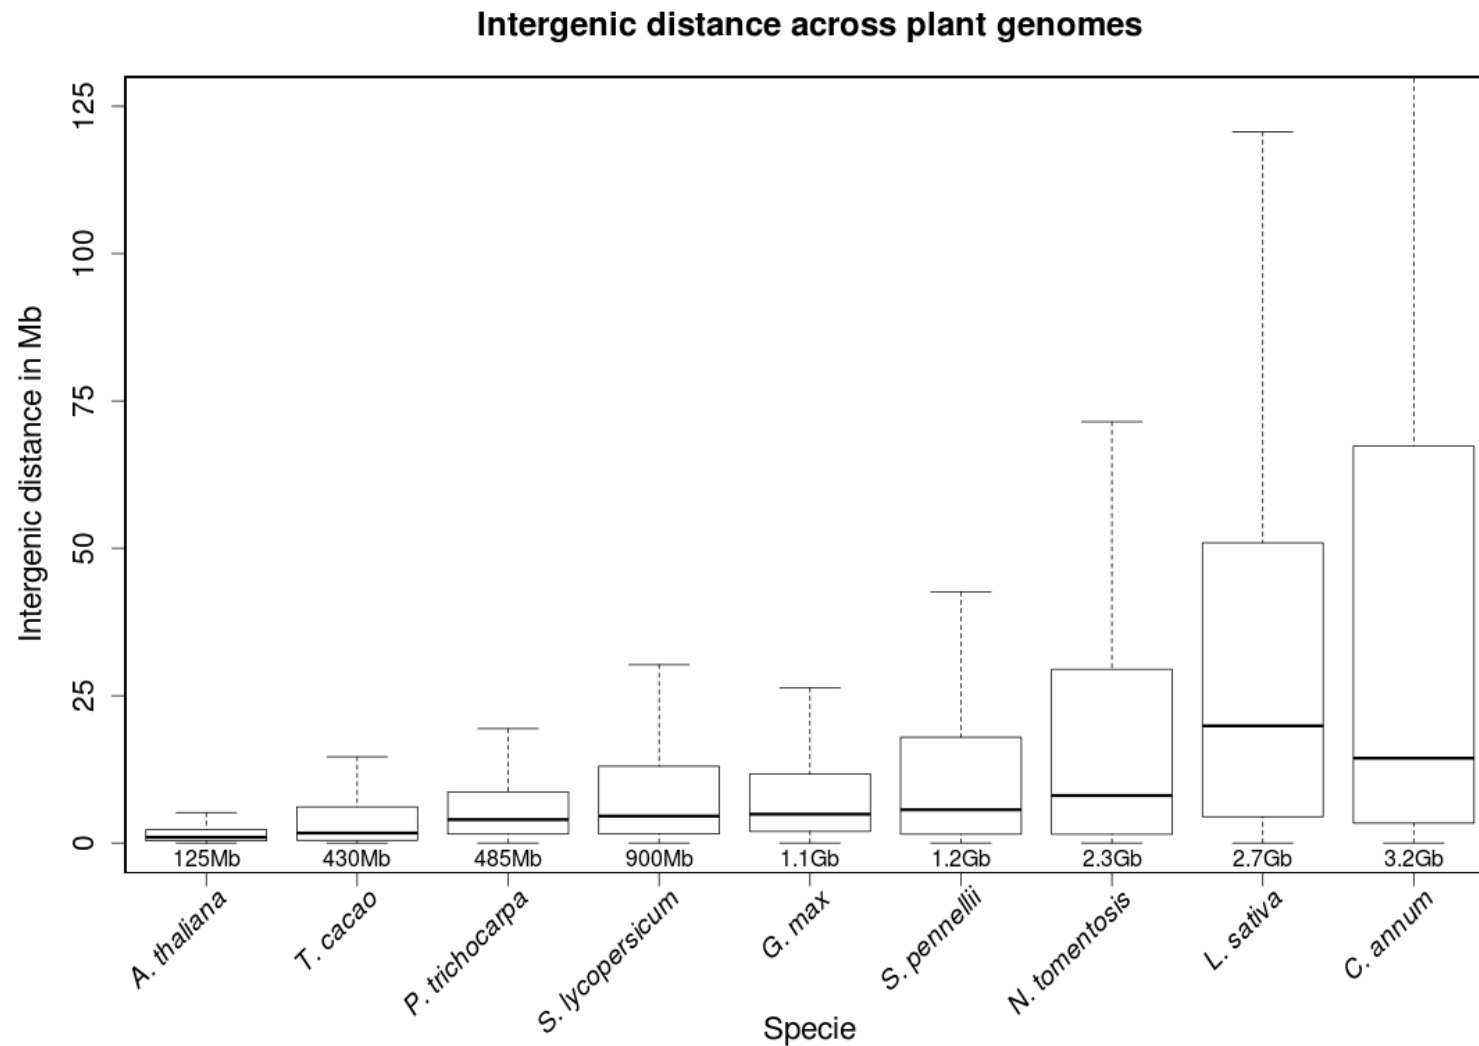

Supplementary Figure 6. **Boxplot of intergenic distance across published plant genomes and lettuce.** Number below the box shows estimated genome size. Intergenic distances were calculated based in annotation from Phytozome V9 with in-house scripts.

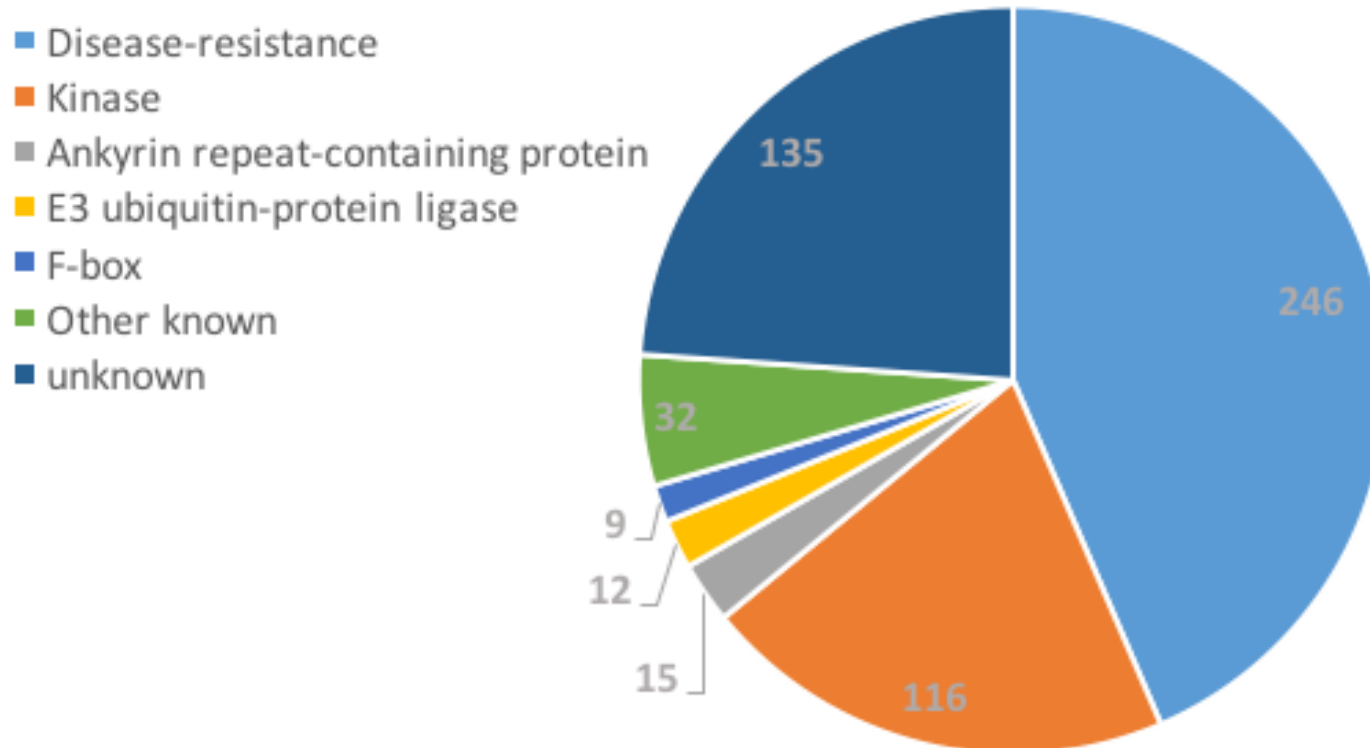

Supplementary Figure 7. **Loci in lettuce producing phased, secondary siRNAs (phasiRNAs).** A total of 565 phased siRNA-generating loci (*PHAS* loci) were identified in lettuce using the set of ten small RNA libraries. A total of 565 *PHAS* loci were identified, the majority of which (430 loci) were annotated as protein-coding genes. *NB-LRR* disease resistant genes were the largest class of genes generating phasiRNAs (246); the second largest category was kinases, from 116 genes. A large group of 135 loci were not classified due to missing annotations; this may include orthologs of known tasiRNAs (*TAS* loci).

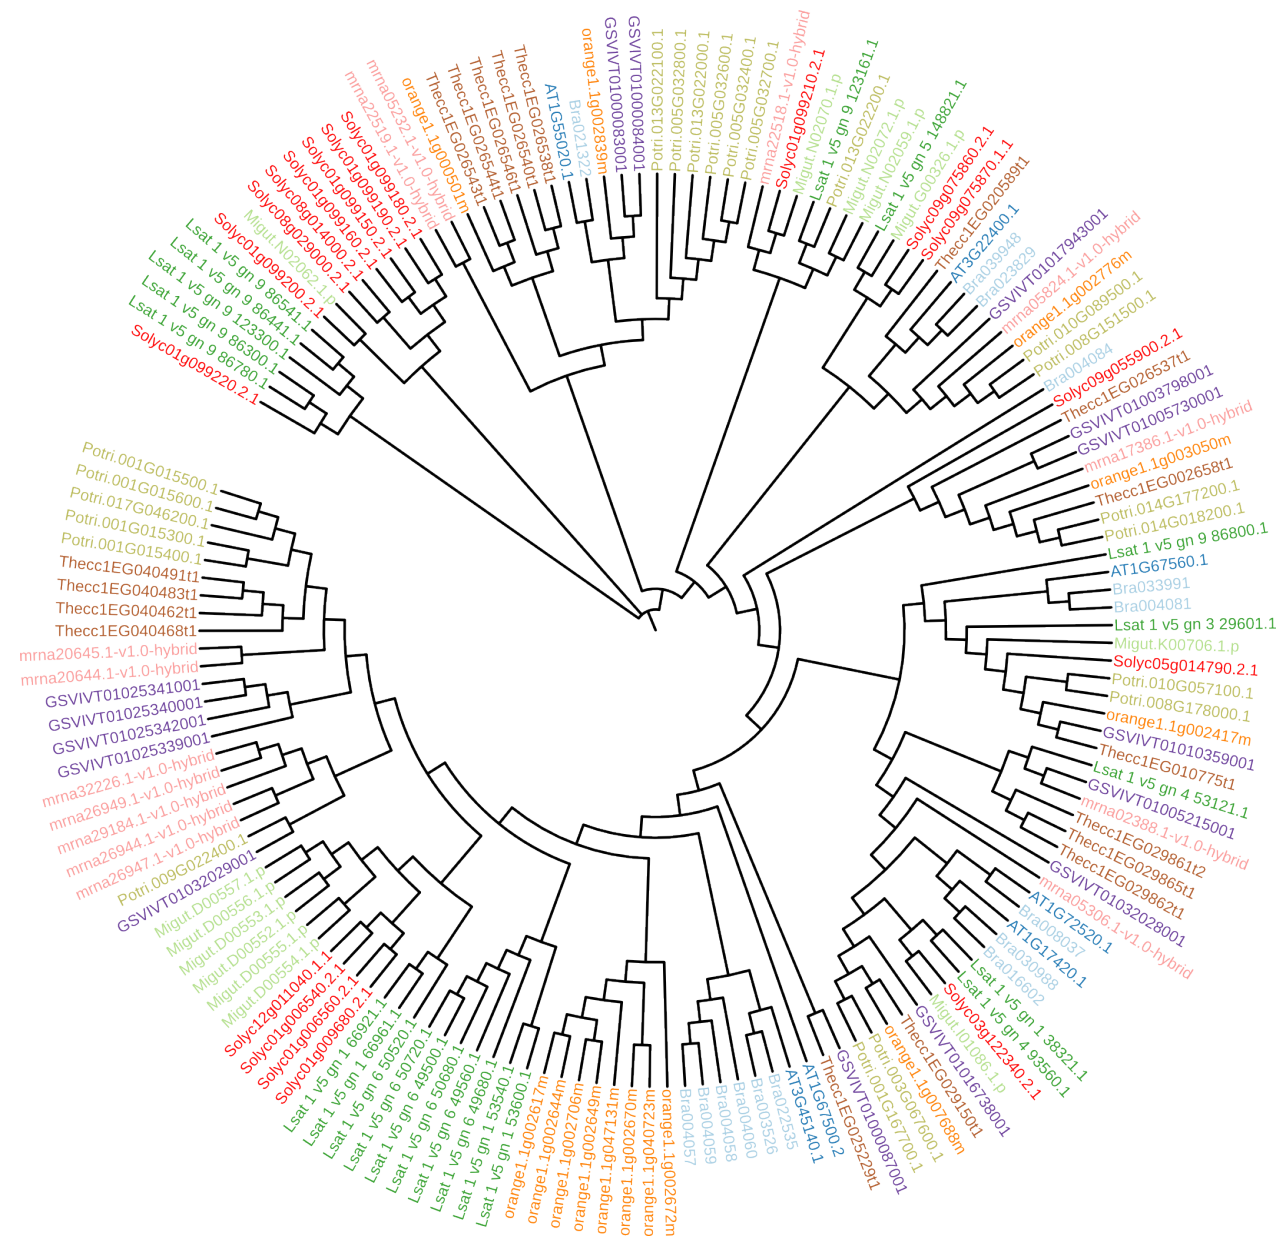

Supplementary Figure 8. **Phylogenetic tree of LOX-like genes across 10 plant genomes.** Color coding done by specie. *L. sativa*: Green, *S. lycopersicum*: Red, *M. guttatus*: Light green, *C. sinensis*: Orange, *B. rapa*: Light blue, *V. vinifera*: Purple, *A. thaliana*: Blue, *F. vesca*: Pink, *T. cacao*: Brown, *P. trichocarpa*: Olive

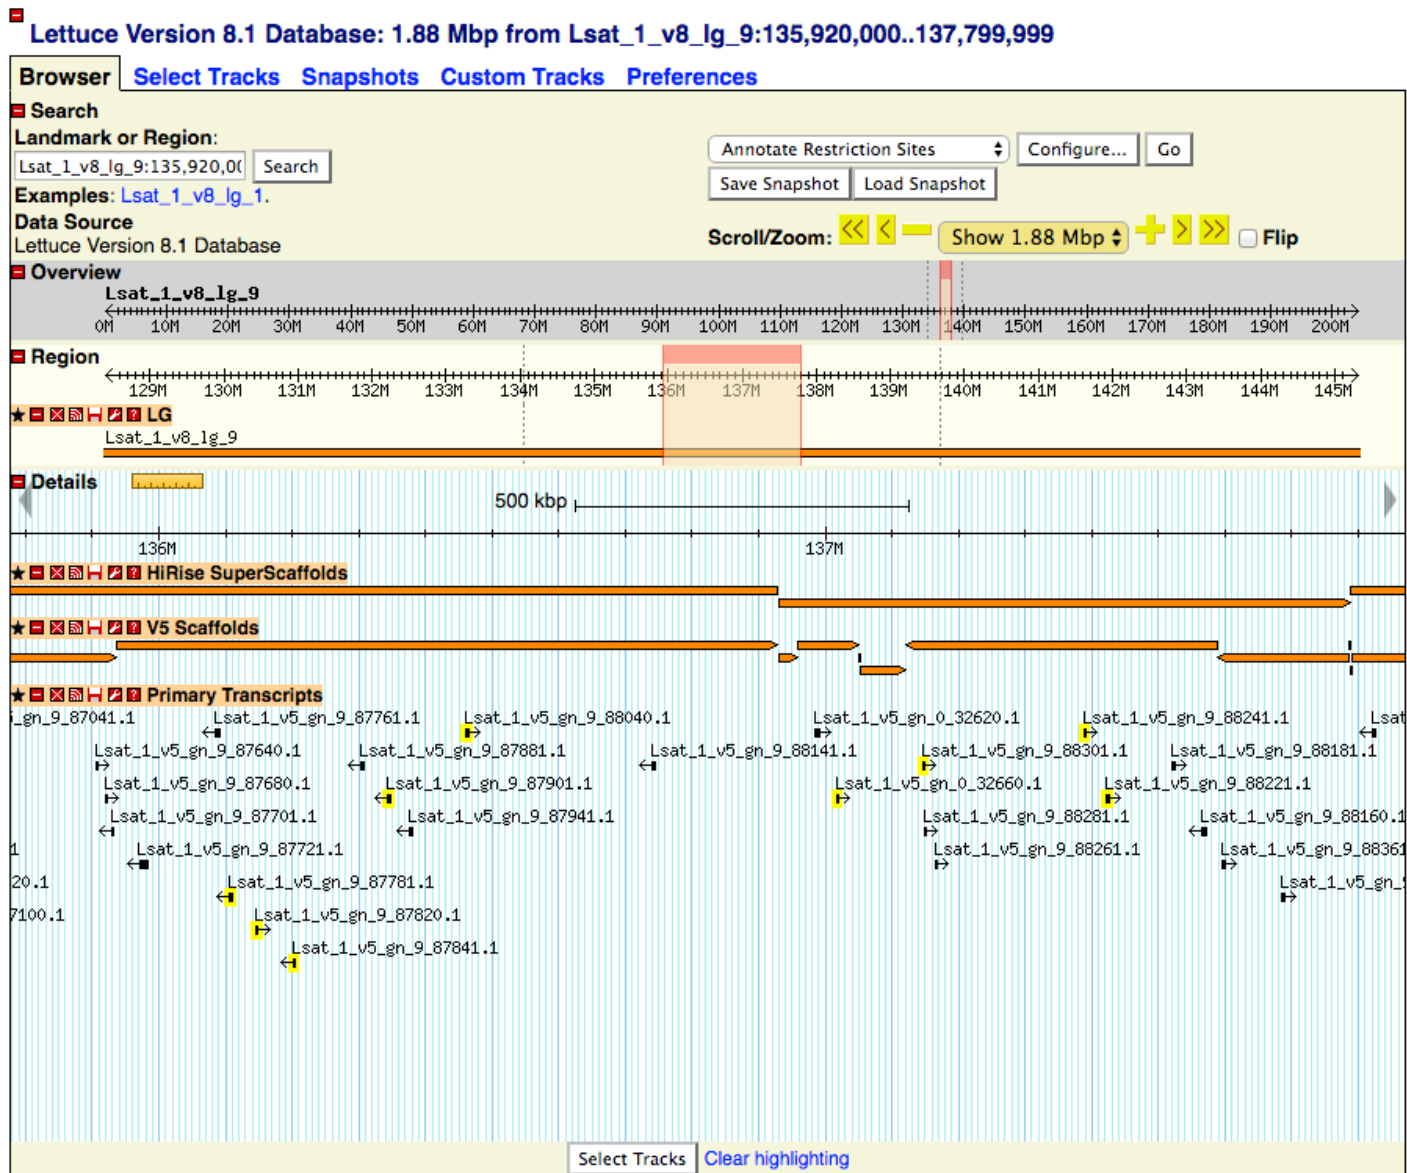

Supplementary Figure 9. **Structure of the REF gene cluster on *L. sativa* LG9.** REF genes are highlighted on yellow. Left side of the cluster was easily assembled on a single SOAPdenovo scaffold (V5 Scaffolds), while the right section required the Hi-Rise information to place the genes in a more accurate arrangement.

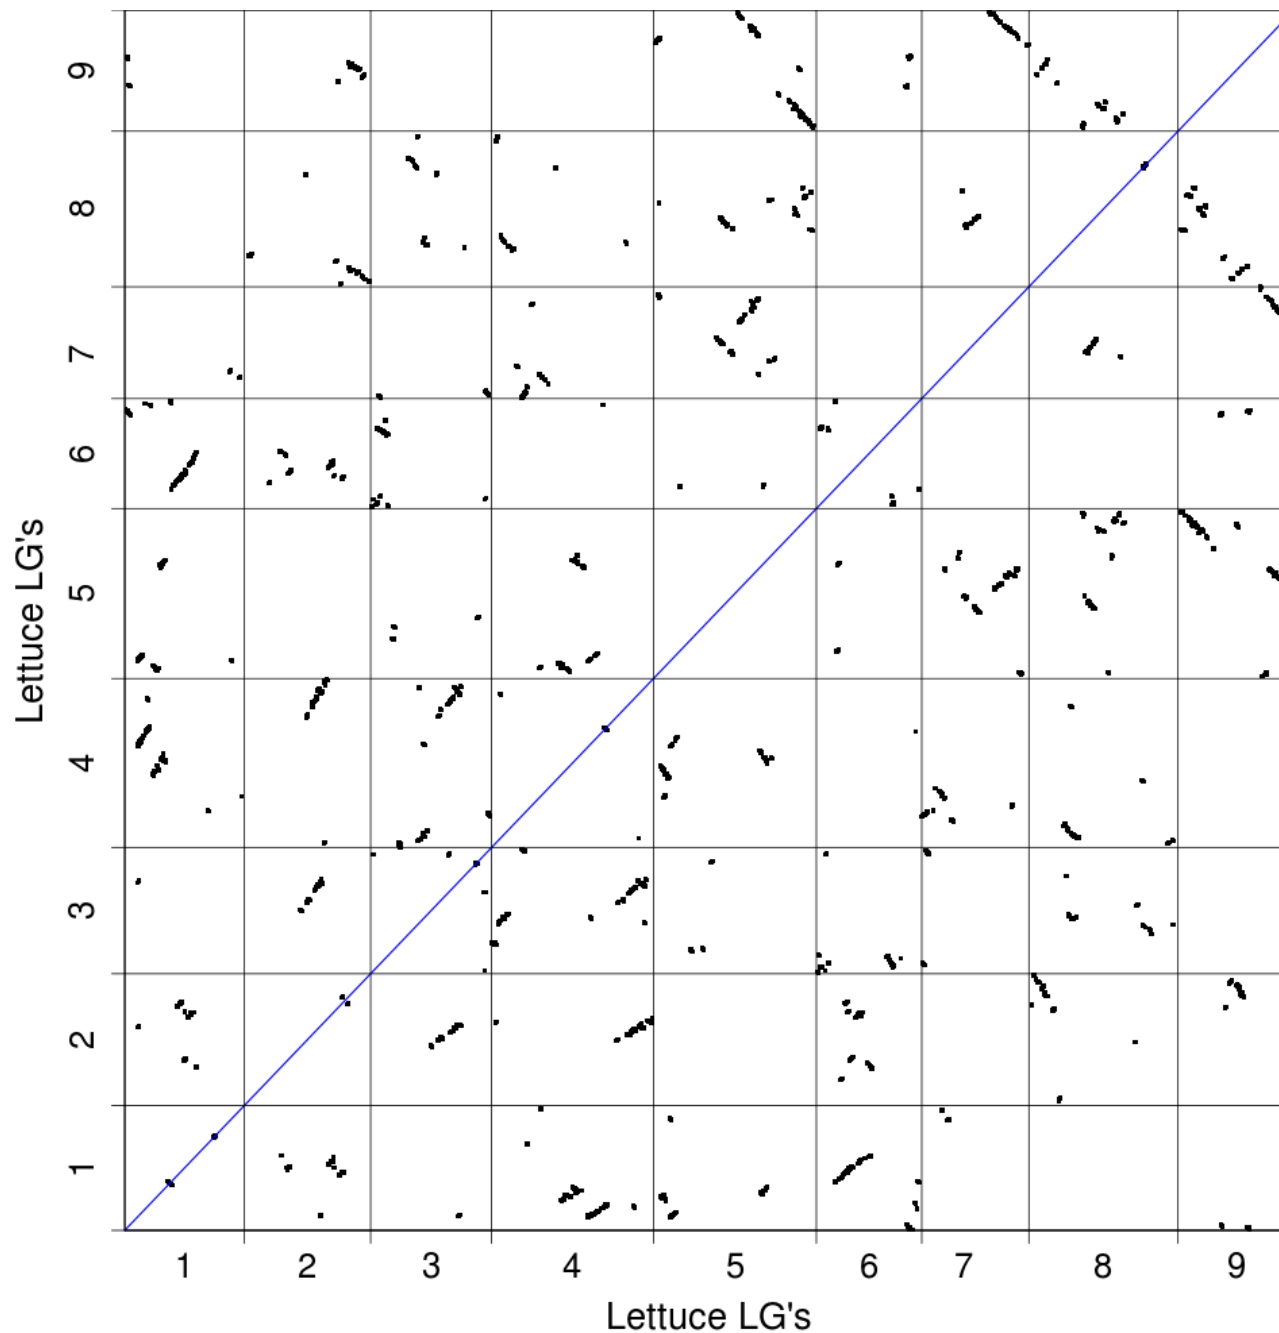

Supplementary Figure 10.  
**Intragenomic synteny of  
the *L. sativa* genome.**  
Diagonal blue line is the hit  
of each gene against itself.  
Black dots are syntenic hits  
between two different  
genes.

Supplementary Figure 11.  
**Gene tree of the *L. sativa*  
 TCP transcription factor  
 family.**

Green branches:

*Cycloidea*-like genes

Green genes: Genes with  
 conserved syntelog

Blue genes: Genes within  
 triplicated region without  
 conserved syntelog

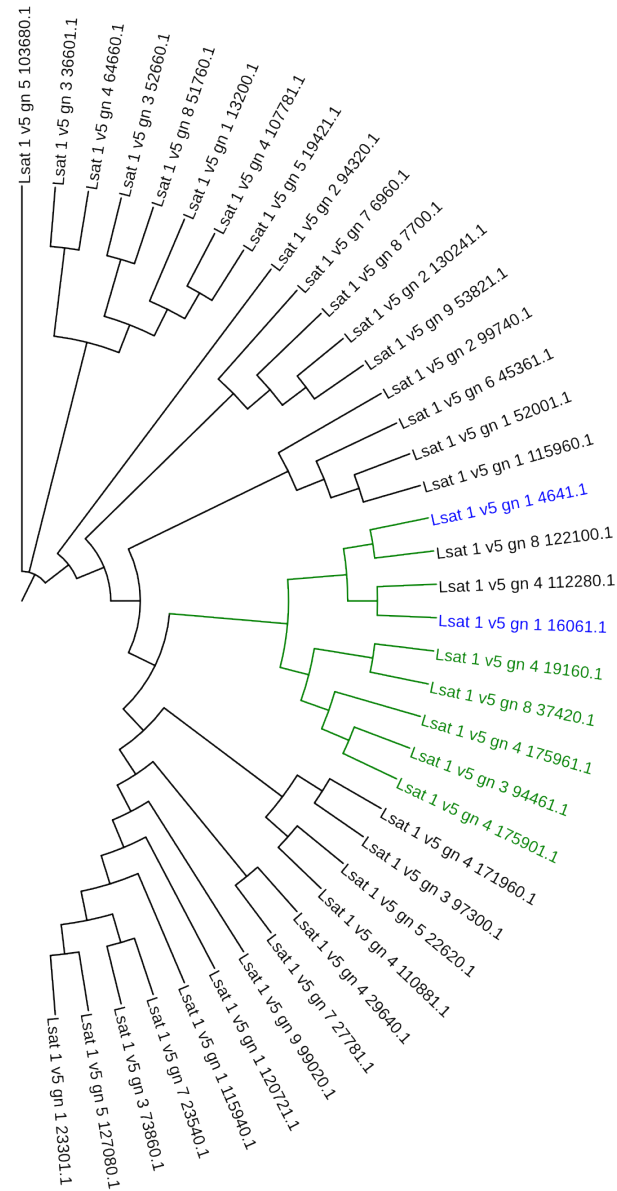

Supplementary Figure 12.  
**Gene tree of the *L. sativa*  
 WRKY transcription  
 factor family.**

Green genes: Genes with  
 conserved syntelog

Blue genes: Genes within  
 triplicated region without  
 conserved syntelog

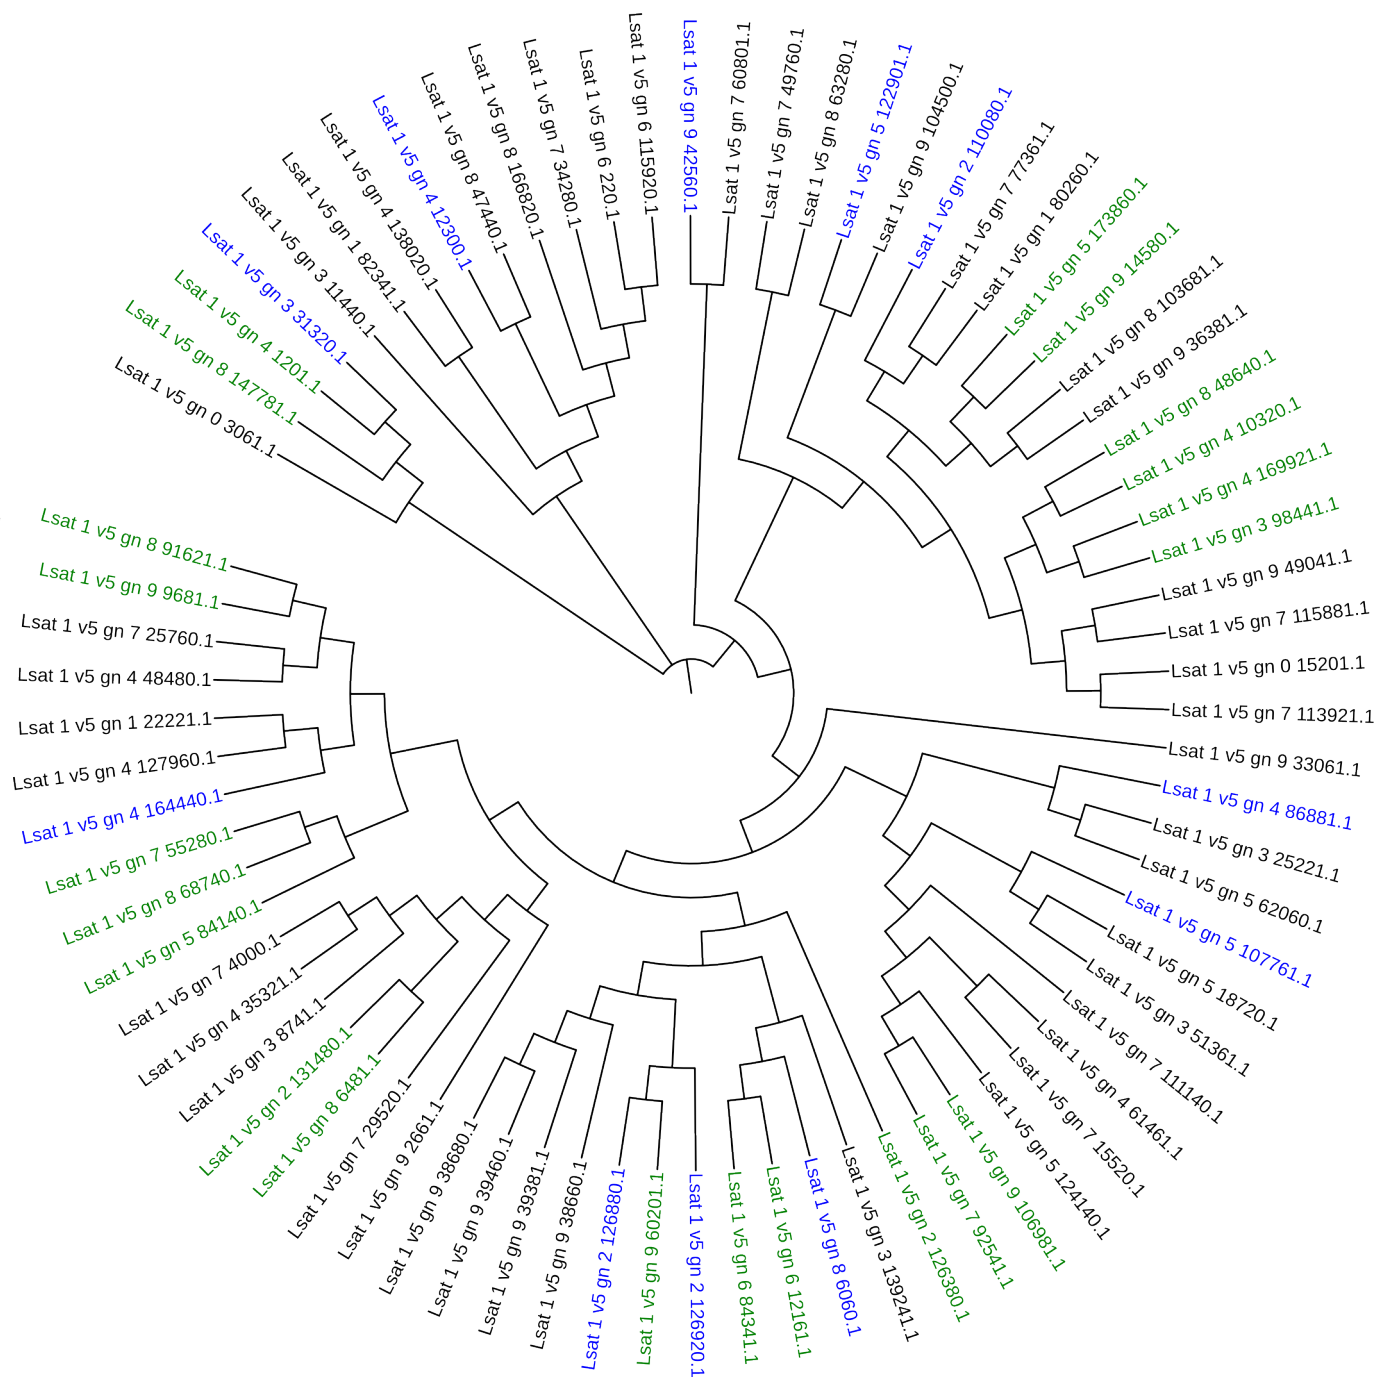

Supplementary Table 1. **Illumina read library statistics**

Sequence Coverage      Total data / estimated genome size  
Physical Coverage      ( (Total data/(2\*read length)) \* insertsize ) / estimated genome size

Supplementary Table 2. **Statistics for the *L. sativa* genome assemblies**

Supplementary Table 3. **Statistics of the HiRise scaffolding iterations**

Supplementary Table 4. **Complete statistics for predicted geneset**

Supplementary Table 5. **Summary of OrthoMCL clustering of proteins from *L. sativa* and 9 published plant genomes**

Supplementary Table 6. **Statistics for all the detected triplicated regions on the *L. sativa* genome**

## Supplementary Note 1

### Detailed materials and methods

#### Library preparation and sequencing

DNA was extracted using a modified CTAB method<sup>1</sup> from seedlings of *L. sativa* cultivar (cv) Salinas grown in the dark under sterile conditions in Magenta boxes with Hoagland's nutrient solution. Seven genomic libraries of inbred, homozygous *L. sativa* cv. Salinas were constructed with insert sizes of 170, 500, and 800 bp, and 2, 5, 10, 20 and 40 Kb and sequenced using 100 + 100 paired-end (PE) reads on the Illumina HiSeq 2000 platform to generate 298 Gb of sequence. Filtering to remove low quality reads (>25 bp with under Q20), reads with adapter contamination (>10 bp adapter), read with ambiguous bases (>10% N's) and error correction provided 198.5 Gb of clean data for assembly.

The 99 recombinant inbred lines (RILs) derived from *L. sativa* cv. Salinas x *L. serriola* acc. US96UC23 were a subset of the 213 RILs used to generate an ultra-dense, gene-based map using hybridization data from a custom Affymetrix GeneChip<sup>2</sup>. The same DNA samples were used to make libraries for sequencing the gene space of the RILs. Genomic DNA was isolated from leaves of the RILs using a modified CTAB extraction method<sup>3</sup>. DNA samples were fragmented to lengths of ~300 bp by sonication using an UCD-200 Bioruptor as per the manufacturer's instructions (Diagenode, Inc., Denville, NJ, USA). Genomic paired-end libraries were then prepared using standard procedures and NEB reagents for end-repair, A-tailing, and adapter ligation. All libraries were PCR amplified using the high-fidelity Phusion polymerase. Libraries were indexed using sequencing adapters with 6-bp in-line barcodes and pooled into three subsets of 33 RILs. Aliquots of the libraries were normalized using a Duplex-Specific Nuclease protocol<sup>4</sup>. The pooled libraries were sequenced to approximately 1x on an Illumina HiSeq 2000 sequencer.

Two Chicago libraries were prepared by Dovetail genomics as described previously<sup>5</sup>. Briefly, ≥ 0.5 µg of high molecular weight genomic DNA (~100 Kb mean fragment size) was extracted from seeds of *L. sativa* cv. Salinas, reconstituted into chromatin *in vitro*, and fixed with formaldehyde. Fixed chromatin was then digested with *MboI*, the 5' overhangs were filled in with biotinylated nucleotides, and then the free blunt ends were ligated. After ligation, the crosslinks were reversed and the DNA purified from protein. Purified DNA was treated to remove biotin that was not internal to ligated fragments. The DNA was sheared to ~350 bp mean fragment size and sequencing libraries were generated using NEBNext Ultra enzymes (New England Biolabs, Ipswich, Ma) and Illumina-compatible adapters. Biotin-containing fragments were then isolated using streptavidin beads before PCR enrichment of the library. Libraries were sequenced in two lanes on an Illumina HiSeq 2500 in rapid run mode to generate 313.5 M and 357.2 M 100 bp read pairs. This provided a total of 72x physical coverage.

#### Genome assemblies

The *L. sativa* genome was assembled using SOAPdenovo2<sup>6</sup> with parameter-k 43. The reads from the PE libraries were first assembled to obtain contigs, and then all reads from MP libraries were aligned onto the contigs to construct scaffolds. The amount of

shared paired-end relationships between each pair of contigs was calculated, the rate of consistent and conflicting paired-ends weighted, and then the scaffolds constructed reiteratively, in increasing order of insert size. These scaffolds contained gaps mainly due to repeat sequences that had been masked prior to the scaffold construction phase. To fill these gaps, paired-end information was used to retrieve the read pairs that had one end mapped to unique contigs and the other located in gaps and then local assemblies were performed using these reads to fill in the gaps.

The *L. sativa* draft genome in FASTA format (2,383 Mb with a scaffold N<sub>50</sub> of 476 Kb), and the Chicago library sequences in FASTQ format were used as input data for HiRise, a software pipeline designed specifically for using Chicago library sequence data to assemble genomes<sup>5</sup>. Shotgun and Chicago library sequences were aligned to the draft input assembly using the SNAP read mapper (<http://snap.cs.berkeley.edu>). The separations of Chicago read pairs mapped within draft scaffolds were analyzed by HiRise to produce a likelihood model and the resulting likelihood model was used to identify putative misjoins and score prospective joins. After scaffolding, shotgun sequences were used to close gaps between contigs (HiRise scaffolding was preformed at Dovetail). Two iterations of HiRise scaffolding were done; the first used a single lane of sequencing from one Chicago library and the second used data from sequencing one lane of each two Chicago libraries. The quality of both assemblies were evaluated using in-house scripts.

### **Assembly validation and genetic analysis**

Completeness of the assembly was evaluated using multiple datasets. The CEGMA pipeline<sup>7</sup> was used to asses the quality of the assembly with the conserved eukaryotic sequences; in parallel with a set of 357 Ultra Conserved Ortologous Sequences<sup>8</sup> (UCOS; available at [http://compgenomics.ucdavis.edu/compositae\\_reference.php](http://compgenomics.ucdavis.edu/compositae_reference.php)) from *A. thaliana* that was aligned with BlastX 1xe<sup>-20</sup>. EST sequences from NCBI for the *Lactuca* clade were also aligned to the genome using GMAP version 2014-12-17<sup>9</sup> by species. Presence/absence of an EST was determined after filtering the alignments by identity and coverage at different levels of stringency using custom scripts.

Reads were assigned to each of the 99 F<sub>7</sub> RILs from *L. sativa* cv. Salinas x *L. serriola* acc. US96UC23 based on their index sequences. Reads for each RIL were then mapped to the genomic sequence of *L. sativa* using CLC Genomics Server 6.5<sup>10</sup> (Qiagen, Redwood City, Ca, USA) and haplotypes assigned to each scaffold in each RIL based on the consensus all SNPs per scaffold. Low quality calls were filtered out using MadMapper<sup>11</sup> by summarizing scores across all RILs. Scaffolds that exhibited haplotypes with many discontinuities at the same position were considered to be chimeric erroneous assemblies (Suppl. Fig. 1). Reads were mapped back to these scaffolds to identify the position of mis-assembly and the scaffold split at that point. The two halves were subsequently analyzed independently. To map the scaffolds from *L. sativa*, all scaffolds over 1 Kb were clustered into nine chromosomal linkage groups (LGs) using MadMapper<sup>11</sup>. Within each chromosomal linkage group scaffolds were then assigned to genetic bins based on their segregation using MSTmap<sup>12</sup> (parameters: population\_type = RIL7, distance\_function = kosambi, cut\_off\_p\_value = 1, no\_mad\_dist = 15, no\_map\_size = 2, detect\_bad\_data = yes,

objective\_function = ML). For comparison of the new genetic map with the previous Affymetrix GeneChip map<sup>2</sup> unigenes used in the chip construction (available at <http://chiplett.ucdavis.edu>) were mapped to SoapDenovo scaffolds using GMAP version 2014-12-17<sup>9</sup>. Only unigenes with unique mappings were considered for correlation between the maps and filtered based in 60% identity and 60% coverage. Correlation was done by comparing the genetic position of the unigene in the ChipMap against the genetic location of the scaffold where the unigene maps in the new map.

Genetic information from the scaffold map was used for validation of the HiRise superscaffolds. For this purpose the genetic coordinates for each scaffold were aligned with the physical coordinates of the superscaffolds and used to classify the superscaffolds based in the relation between genetic and physical positions. Several characteristics were used to triage the data:

- Unmapped: Superscaffolds that did not contain any mapped scaffolds. These superscaffolds were not considered further.
- Single mapped scaffolds: Superscaffolds that contained only one mapped scaffold. These superscaffolds were not analyzed further.
- Single genetic bin: Superscaffolds where all the mapped scaffolds mapped to the same genetic location. These superscaffolds did not require further inspection.
- Chimeric: the chimeric scaffolds were divided into two categories. An outlier LG category consisted of superscaffolds with at least five mapped scaffolds that mapped to two LGs but one of the LG only had a single scaffold; these single scaffolds were just flagged as outliers. All other superscaffolds that mapped to two LG were flagged as chimeric. This latter set was inspected visually to identify the points of misjoin based in the location of the joint between the LGs.
- Validated: For superscaffolds that contained a single LG and span multiple genetic positions, were classified as validated if the genetic and physical positions agreed perfectly ( $\pm 1$  cM). These superscaffolds didn't required further inspection.
- Rearranged: Scaffolds that contained only 1 LG and spanned multiple cM but had discrepancies between the genetic and physical location (change in direction or large gaps (greater than 10 cM) between two adjacent scaffolds) were classified as rearranged scaffolds and were inspected visually to determine whether they needed to be split.

After validation and clean-up of the HiRise assembly, superscaffolds were mapped into the nine LG's. An initial order was assigned based on the genetic position of the first and last scaffolds within the superscaffold; validated superscaffolds were oriented based on their terminal locations. This order was revised based in the terminal haplotypes (SNP's within the last 10 Kb) of the superscaffolds from the 99 F<sub>7</sub> RILs from *L. sativa* cv. Salinas x *L. serriola* acc. US96UC23 to minimize the double recombinants and genetic inconsistencies by orienting superscaffolds in cases where that was possible and organizing the flanking superscaffolds of the genetic bins; the revised order of the superscaffolds was use to constructed chromosomal pseudomolecules joining superscaffolds with 10 Kb of N's as spacers. Telomeric sequence arrays were found by string searches of known telomere

sequences present in plants<sup>13</sup> across the pseudomolecules and determined based on the number of repeats found.

### **Prediction and analysis of repeat sequences**

Transposable elements (TEs) were identified in the genome using a combination of homology-based and *de novo* approaches<sup>6</sup>. The genome was mined for repeat elements using ProteinMask and RepeatMasker<sup>14</sup> using Repbase<sup>15</sup> as reference. For identification of repeats *de novo*, a library of repeated sequences was built with RepeatModeler v.1.0.8<sup>16</sup> and RepeatScout<sup>17</sup>; similarly LTR\_Finder<sup>18</sup> and MITE hunter<sup>19</sup> were used to generate libraries of long terminal repeat retrotransposons (LTR-RT) elements and miniature inverted-repeat transposable elements (MITEs), respectively. All custom libraries were then used to screen for more elements using RepeatMasker. Finally, TRF<sup>20</sup> was used to find tandem repeats. Repeat content along the genome was calculated using BedTools v2.17.0<sup>21</sup> coverage function with the predicted repeat elements from all the sources.

### **Prediction of non-coding RNA genes**

Prediction of ncRNA was done by type, first tRNAscan-SE<sup>22</sup> was used to predict tRNAs. Similarly snoscan<sup>23</sup> and RNAmmer<sup>24</sup> were used to predict snoRNA and rRNA respectively. Infernal<sup>25</sup> was used for prediction of more ncRNA using the rFam database<sup>26</sup> as input for miRNA, rRNA, rybozimes, snRNA and tRNA.

### **Small RNA and target gene analysis**

Total RNA was isolated from leaves of *L. sativa* cvs. Salinas, Cobham Green, and Diana, infected or not infected by *Bremia lactucae* (10 samples total) using Concert™ Plant RNA Reagent (Invitrogen/Life Technologies, Carlsbad, CA). Small RNA libraries were constructed using the TruSeq Small RNA Sample Preparation Kit (Illumina, Hayward, CA). Parallel analysis of RNA end (PARE) libraries were constructed as previously described<sup>27</sup>. The libraries were sequenced on an Illumina HiSeq 2000 at the Delaware Biotechnology Institute (Newark, DE).

The raw reads of sRNA sequencing data were trimmed to remove adaptor sequences and then mapped to the lettuce genome using Bowtie<sup>28</sup>. Reads that matched tRNAs, rRNAs, snRNA, and snoRNAs were excluded. Only reads that perfectly matched the lettuce genome were used for further study.

MiRNA prediction was performed using the pipeline reported in Arikiti<sup>29</sup>. Individual steps in the process were performed with Perl scripts combined with miREAP<sup>30</sup> and CentroidFold<sup>31</sup>. MiREAP was used to evaluate the pairing of the miRNA and miR\* and CentroidFold was used with default settings to visualize the overall miRNA precursor structure for manual evaluation. The parameters for miREAP were set to allow a maximal distance of 400 nucleotides between miRNA and miRNA\* (-d 400), extending 25 nucleotides at the end of the precursor (-f 25), with filters optimized for animal miRNAs turned off and including minor tuning for plant miRNA characteristics. The features to determine miRNAs include a single-strand bias  $\geq 0.9$  and an abundance bias  $\geq 0.7$  based on the features of conserved miRNAs.

PHAS analyses were conducted as indicated in Xia<sup>32</sup> and Arikiti<sup>29</sup>. Briefly, a 189 bp sliding-window based approach was used to calculate the p-value of each region containing

small RNAs. Genomic loci with p-value <0.001 were selected and adjacent loci with a distance of <5 Kb were combined into a single locus. Sequence annotation of *PHAS* loci was conducted with BLASTX with e-value <10<sup>-4</sup>.

Genome-wide miRNA target prediction was performed using the sPARTA package<sup>33</sup> with the built-in target-prediction module miRFerno with 'standard' scoring schema and score cutoff  $\leq 7$ , followed by PARE-based validation of predicted targets. The threshold for the validated miRNA-target interactions was a corrected p-value <0.05 and with PARE read abundance  $\geq 5$  at the cleavage site.

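The files behind this step hold PARE tags with their read counts per library. Of the reads, 93.6% to 98.0% were tags of 20 nt. A corrected p-value in this step asks whether the reads at a predicted cleavage site stand out from reads at other places, and the minimum of reads removes sites seen only a few times. The list in Supplementary Data 11 has 288 lines, which give 287 different pairs of miRNA and gene and 276 different genes.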

### Gene annotation

Protein-coding genes were predicted using multiple gene annotation pipelines. Gene models were initially generated with each pipeline and then combined to provide a final set of gene models. An initial set of gene models was generated by performing *ab initio* gene prediction using AUGUSTUS<sup>34</sup> and Glimmer HMM<sup>35</sup> on the repeat-masked genome, with the help of the HMM model. Homologous proteins of other species (*Arabidopsis thaliana*, *Teobroma cacao*, *Solanum tuberosum*, *Vitis vinifera*, *Glycine max*) were mapped to the genome using TblastN<sup>36</sup> with an E-value cutoff of  $1 \times 10^{-5}$ . The aligned sequences, as well as their corresponding query proteins, were then filtered and passed to GeneWise<sup>37</sup> to search for accurately-spliced alignments. ESTs were aligned to the genome using BLAT<sup>38</sup> to generate spliced alignments. Then the spliced alignments were linked according to overlap using PASA<sup>39</sup>. The three lines of evidence generated from the above approaches were then integrated using GLEAN<sup>40</sup> to produce a consensus gene set. Transcripts were generated from RNAseq data using Tophat<sup>41</sup> and Cufflinks<sup>42</sup>. The GLEAN gene set was then analyzed to generate complete gene structures with UTRs using the transcriptome data. A second set of gene models was generated for *L. sativa* using the MAKER annotation pipeline<sup>43</sup>. Gene prediction datasets were collapsed based in the genomic coordinates of the gene models into loci. This was then reduced to a set of non-redundant gene models by eliminating multiple predictions with the same sequence, structure and location. An Overlap Weighted Evidence Gene-model (OWEG) score was calculated for all the gene models by performing a weighted sum of the amount of lines evidence that overlaps with each of the exons of the gene model (Reyes-Chin-Wo *et al.*, unpublished). This score was use to select a gene model representing each locus and provide an indication of confidence for downstream analyses. The predicted proteome and genic region were evaluated with CEGMA<sup>7</sup> and against the UCOS<sup>8</sup> to evaluate their completeness. Annotation files for publicly available were downloaded from Phytozome V9<sup>44</sup> (*A. thaliana*, *T. cacao*, *Poplar trichocarpa*, *Solanum lycopersicum*, *G. max*), SolGenomics<sup>45</sup> (*Nicotiana tomentosus* and *Solanum pinnelli*) and from the Pepper Genome Database<sup>46</sup> (*Capsicum annum*). Gene statistics (transcript sizes, CDS sizes, exon sizes, intron sizes, number of exons per gene and intergenic distance) were calculated from the GFF files using custom scripts for all genomes. Tandem gene arrays were identified using the CoGe platform as one of the SynMap<sup>47</sup> outputs.

### Protein clustering and functional annotation

Functional annotation of all the transcripts was done using InterProScan5<sup>48</sup> (with PANTHER v7.2, pFam v26.0, Prosite v20.89, PRINTS v42.0 and SMART v6.2) for annotation

of protein domains and GO annotations and KEGG Automated Annotation Service (KAAS)<sup>49</sup> for identification of KEGG enzymes; predicted proteins domains were filtered for a p-Value smaller than  $1 \times 10^{-3}$ . Predicted proteins were BLASTed against *A. thaliana* TAIR10 proteins with blastp  $1 \times 10^{-10}$  to find homologous sequences.

The predicted proteome of *L. sativa* was clustered in OrthoMCL<sup>50</sup> following standard pipeline with proteins from *A. thaliana*, *Brassica rapa*, *Citrus sinensis*, *Fragaria vesca*, *Mimulus guttatus*, *P. trichocarpa*, *S. lycopersicum*, *T. cacao* and *V. vinifera*. Protein sequences for all plant species were downloaded from Phytozome V9<sup>44</sup>. Genes present in clusters that were single copy and present in all genomes were used to calculate divergence with *V. vinifera* as the reference. Pairwise comparisons were made by aligning the protein sequences for each species against *V. vinifera* orthologs using ClustalOmega v1.2.0<sup>51</sup>. The proteins alignments were converted to a codon alignment using Pal2Nal v14<sup>52</sup> and sequence divergence estimated with baseml and codeml from PAML v4.7a<sup>53</sup>.

Chi-square tests were performed in selected gene clusters that were present in all species and had a mean number of genes/species greater than 5 to test whether gene copies were evenly distributed across the panel of ten species. Expected values were calculated multiplying the mean number of genes per family by a normalization factor (based on the total number of clustered genes per species). Tests were identified as significant with a 0.05 significance threshold with Bonferroni corrected p-values. Annotation from *L. sativa* was used to classify the clusters into protein functions. Receptor Like Kinases<sup>54</sup> (RLK) proteins were classified by having a protein kinase domain (PF00069, PF07714, PF12398, PS50011, SM00220, SM00219) and a transmembrane domain predicted by TMHMM v2.0<sup>55</sup>. Genes that contain the kinase and the transmembrane domain were classified further based in the extracellular predicted domains<sup>56</sup> (LRR: PF00560, PF13504, PF13855, PF13516, PF08263, PF12799, PS51450, SM00365, SM00364, SM00369, L-Lectin: PF00139, B-Lectin: PS50927, SM00108).

Nucleotide binding-leucine rich repeat receptor like (NLR) information was overlaid on the clusters to identify resistance gene related groups using the gene ID's from Christopoulos<sup>57</sup>. This information was used to dissect the general patterns of expansion and contraction of the NLR gene sub-families, as well as presence of homologous genes in other plant species. Besides NLR-related groups the *L. sativa* annotation was used to define LOX-like genes using the pFam domain PF00305. For the selected group all protein sequences from the panel of species were aligned using ClustalOmega v1.2.0<sup>51</sup>, this alignment was trimmed using JalView2<sup>58</sup> which was feed into Clustal Phylogeny for tree construction and visualized on the interactive Tree Of Life (iTOL)<sup>59</sup>.

Clusters with only *L. sativa* genes were defined as specific to this species. All the genes within these clusters were selected and used for enrichment analysis with a fisher exact test on Blast2GO<sup>60</sup> using all predicted genes as reference set with an FDR threshold of 0.05. Resulting GO terms were filtered using the "Reduce to most specific" function and visualized with the GO network function.

In depth analysis of other protein families domains from Pfam database v27.0<sup>61</sup> were analyzed using hmmer version 3.1b1<sup>62</sup> to search predicted protein sequences download from Phytozome V9<sup>44</sup> for 9 genomes: *A. thaliana*, *B. rapa*, *C. sinensis*, *F. vesca*, *M. guttatus*, *P. trichocarpa*, *S. lycopersicum*, *T. cacao* and *V. vinifera*, and predicted protein sequences of *L. sativa*. Number of protein domains detected with hmmsearch<sup>62</sup> with expectation value 1e-10 or better per species were compiled into a table and analyzed for an abundance of particular gene families in *L. sativa*.

### Analysis of synteny

Synteny analyses were done in the CoGe platform (<https://genomeevolution.org/>) using SynMap<sup>47</sup>. Parameters were optimized to work with rearranged and conserved genomes using *A. thaliana* and *P. trichocarpa* as benchmarks. Analysis options that were modified were “Merge Syntenic Blocks” with the “Quota Align Merge” algorithm; “Maximum distance between two blocks” was set to 2 and C-score filter was set to 0.3, remaining options were left as default.

Comparisons were done using *V. vinifera* and *L. sativa* as references against 15 publicly available plant genomes on CoGe (provide the CoGe genome ID as reference) (*Actinidia chinensis* (ID20457), *Aquilegia coerulea* (ID10706), *A. thaliana* (ID18626), *B. rapa* (ID22733), *C. annuum* (ID28029), *Coffea canephora* (19433), *C. sinensis* (ID19805), *F. vesca* (ID14154), *G. max* (ID14154), *M. guttatus* (ID8156), *P. trichocarpa* (ID19384), *S. lycopersicum* (ID27980), *S. tuberosum* (ID27982), *T. cacao* (ID10997) and *Utricularia gibba* (ID19456)), synteny was also calculated to *Cynara cardunculus*<sup>63</sup> as another Compositae species. Besides synteny against *V. vinifera* and *L. sativa* intragenomic synteny was calculated for all Asterid genomes. SynMap results were parsed with in house scripts to extract syntelog information and calculate syntenic statistics (total numbers of syntenic genes, total number of blocks, mean block size, variance in block size. For all the comparisons against lettuce and for the intragenomic comparisons sequence divergence estimates for syntelogs pairs was calculated using the same protocol as used for the OrthoMCL orthologs.

A phylogenetic tree was constructed using sequences of predicted CEG genes using CEGMA<sup>7</sup> on all the Asterids species plus *A. thaliana*, *M. truncatula*, *P. trichocarpa*, *T. cacao*, *E. grandis*, *V. vinifera* and *A.coerulea* using the sequences downloaded from Phytozome v9. All sequences that were predicted as complete in all species were aligned using Clustal Omega v1.2.0<sup>51</sup> by CEG. These alignments were inspected visually using JalView<sup>58</sup> to remove problematic areas. After clean up all alignments were concatenated and fed into Mega v5.1<sup>64</sup> to determine the best substitution model. Concatenated alignment was then use to construct a maximum likelihood tree in RAxML v8.0.26<sup>65</sup> using the selected model (parameters -p 12345 -x 12345 -N 100 -m PROTGAMMAIJTT -f a), and then visualized using TreeGraph 2.1.0<sup>66</sup>.

Triplicated blocks in the *L. sativa* genome were identified by aligning syntenic blocks to the reference and extracting regions that had at least five syntenic genes across two blocks. These putative triplicated blocks were visually inspected and collapsed into

regions by studying their pattern along the genome; to collapse two blocks into a triplicated region they had to be less than 50 genes apart and shared the same chromosome set. Using the syntelogs on the triplicated blocks the estimated time for the duplication events was estimated using the formula  $T = d/r$ , using the estimated sequence divergence by baseml from the PAML package and  $r = 1.0 \times 10^{-8}$  as previously calculated for host-encoded genes<sup>67</sup>. Synonymous substitution rates were used to study the divergence pattern between the paralogous regions and also group them into the three subgenomes.

All blocks for each triplicated region were extracted and combined based in their genomic location, blocks that belonged to the same region were joined if they were less than 20 Kb apart. These combined blocks were then used for calculation of triplication statistics, gene content and repeat content were calculated using the annotation files and BedTools v2.17.0<sup>21</sup> coverage function. The combined blocks were also used to determine genes within the triplicated regions using BedTools intersect function. GO enrichment analysis was performed on Blast2GO with a fisher exact test using the genes within triplicated regions against the whole genome to test for differences in gene type distribution with an FDR of 0.05. Results were summarized using the “Reduce to most specific” function and visualized with GO network function. For all genes within triplications a count of syntenic mates was generated to identify the degree of conservation (no extra copies, retain of one copy or retain of the two extra copies). Using this information a second GO enrichment on Blast2Go was done using the genes that have retain at least one copy against all the genes within the triplicated regions.

For further analysis 4 transcription families were selected based in their biological significance (WRKY (PF03106), AP2 (PF00847), TCP (PF03634), MADS (PF00319)). All the genes were extracted from each of these families from the entire genome and syntelogs were designated when both contained the same domain(s). For these syntelogs, proteins were split into N and C termini at the start of the first transcription factor domain. Mutation rates were calculated for both termini per syntelog pair using the same approach as for the entire syntelog. In parallel, all the protein sequences for each family were aligned with Clustal Omega v1.2.0<sup>51</sup> and the alignment imported into web version of Clustal Phylogeny<sup>68</sup> for tree construction using default parameters. The tree was visualized and annotated in iTOL with degree of gene retention. *TCP-tf* gene family was further investigated for identification of the *Cycloidea*-like genes<sup>69</sup>. All the *Cycloidea*-like sequences for the Asteraceae clade with “complete cds” were download from NCBI, aligned to the predicted *TCP-tf* using blastn  $1 \times 10^{-10}$  and alignment results cleaned visually. These hits were used to identify the *Cycloidea*-like clade in the *TCP-tf* gene tree.

Expression data for the genes within the triplicated regions was gathered for 137 samples spread across three experiments to study the expression patterns of syntelogs<sup>70-72</sup>. The RNA-seq reads were mapped against the *L. sativa* superscaffolds using TopHat<sup>73</sup>. Read counts for the predicted genes was calculated with BedTools multicov function for all samples. All data was imported into the R v3.2.3 environment<sup>74</sup>. Due to the high level of variation read counts were normalized, for this purpose size factors were calculated with the DESeq2 package<sup>75</sup> “estimateSizeFactors” function and then applied to the different

samples. Filtering was done after normalization for genes with more than 10 counts on at least 25% of the samples. Clustering of filtered normalized expression values was done with the Weighted Gene Co-Expression Network Analysis package<sup>76</sup>, following the tutorials for step-by-step network construction (network construction parameters: power = 8, minclustersize = 30, deepsplit = 3, cutdist = 0.3). After network construction syntelogs were determined as co-expressed if they belong to the same module.

## Supplementary References

1. Doyle, J. & Doyle, J. L. Genomic plant DNA preparation from fresh tissue-CTAB method. *Phytochem Bull* **19**, 11–15 (1987).
2. Truco, M. J. *et al.* An ultra high-density, transcript-based, genetic map of Lettuce. *G3 Genes/Genomes/Genetics* **3**, 617–631 (2013).
3. Rogers, S. O. & Bendich, A. J. Extraction of DNA from plant tissues. *Plant Mol. Biol. Man.* 73–83 (1988). doi:10.1007/978-94-009-0951-9\_6
4. Matvienko, M. *et al.* Consequences of normalizing transcriptomic and genomic libraries of plant genomes using a duplex-specific nuclease and tetramethylammonium chloride. *PLoS One* **8**, e55913 (2013).
5. Putnam, N. H. *et al.* Chromosome-scale shotgun assembly using an *in vitro* method for long-range linkage. *Genome Res.* (2016). doi:10.1101/gr.193474.115
6. Li, R. *et al.* *De novo* assembly of human genomes with massively parallel short read sequencing. *Genome Res.* **20**, 265–272 (2010).
7. Parra, G., Bradnam, K. & Korf, I. CEGMA: A pipeline to accurately annotate core genes in eukaryotic genomes. *Bioinformatics* **23**, 1061–1067 (2007).
8. Kozik, A. *et al.* Eukaryotic ultra conserved orthologs and estimation of gene capture In EST libraries. in *Plant and Animal Genomes Conference* **16**, P6 (2008).
9. Wu, T. D. & Watanabe, C. K. GMAP: a genomic mapping and alignment program for mRNA and EST sequences. *Bioinformatics* **21**, 1859–1875 (2005).
10. CLC Bio. CLC Genomics Server.
11. Kozik, A. Suite of python MadMapper scripts for quality control of genetic markers, group analysis and inference of linear order of markers on linkage groups. (2006). Available at: <http://cgpdb.ucdavis.edu/XLinkage/MadMapper/>.
12. Wu, Y., Bhat, P. R., Close, T. J. & Lonardi, S. Efficient and accurate construction of genetic linkage maps from the minimum spanning tree of a graph. *PLoS Genet* **4**, e1000212 (2008).
13. Podlevsky, J. D., Bley, C. J., Omana, R. V, Qi, X. & Chen, J. J.-L. The Telomerase Database. *Nucleic Acids Res.* **36**, D339–D343 (2008).
14. Smit, A., Hubley, R. & Green, P. RepeatMasker Open-3.0. *RepeatMasker Open-3.0*
15. Jurka, J. *et al.* Repbase Update, a database of eukaryotic repetitive elements. *Cytogenet. Genome Res.* (2005).
16. Smit, A. & Hubley, R. Repeat Modeler - 1.0.8. Available at: <http://www.repeatmasker.org/RepeatModeler.html>.
17. Price, A. L., Jones, N. C. & Pevzner, P. A. *De novo* identification of repeat families in

large genomes. *Bioinformatics* **21**, i351–i358 (2005).

18. Xu, Z. & Wang, H. LTR\_FINDER: an efficient tool for the prediction of full-length LTR retrotransposons. *Nucleic Acids Res.* (2007). doi:10.1093/nar/gkm286
19. Han, Y. & Wessler, S. R. MITE-Hunter: A program for discovering miniature inverted-repeat transposable elements from genomic sequences. *Nucleic Acids Res.* **38**, e199 (2010).
20. Benson, G. Tandem repeats finder: a program to analyze DNA sequences. *Nucleic Acids Res.* (1999).
21. Quinlan, A. R. & Hall, I. M. BEDTools: A flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841–842 (2010).
22. Lowe, T. M. & Eddy, S. R. tRNAscan-SE: A Program for Improved Detection of Transfer RNA Genes in Genomic Sequence. *Nucleic Acids Res.* (1997). doi:10.1093/nar/25.5.0955
23. Lowe, T. M. & Eddy, S. R. A Computational Screen for Methylation Guide snoRNAs in Yeast. *Sci.* (1999). doi:10.1126/science.283.5405.1168
24. Lagesen, K. *et al.* RNAmmer: consistent and rapid annotation of ribosomal RNA genes. *Nucleic Acids Res.* (2007). doi:10.1093/nar/gkm160
25. Nawrocki, E. P. & Eddy, S. R. Infernal 1.1: 100-fold faster RNA homology searches. *Bioinforma.* **29**, 2933–2935 (2013).
26. Nawrocki, E. P. *et al.* Rfam 12.0: Updates to the RNA families database. *Nucleic Acids Res.* **43**, D130–D137 (2015).
27. Zhai, J. *et al.* MicroRNAs as master regulators of the plant NB-LRR defense gene family via the production of phased, trans-acting siRNAs. *Genes Dev.* **25**, 2540–2553 (2011).
28. Langmead, B., Trapnell, C., Pop, M. & Salzberg, S. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* **10**, 1 (2009).
29. Arikiti, S. *et al.* An atlas of soybean small RNAs identifies phased siRNAs from hundreds of coding genes. *Plant Cell* **26**, 4584–4601 (2014).
30. Qibin, L. & Jiang, W. MIREAP: microRNA discovery by deep sequencing. (2013). Available at: <https://sourceforge.net/projects/mireap/>.
31. Sato, K., Hamada, M., Asai, K. & Mituyama, T. CENTROIDFOLD: a web server for RNA secondary structure prediction. *Nucleic Acids Res.* **37**, W277–W280 (2009).
32. Xia, R. *et al.* MicroRNA superfamilies descended from miR390 and their roles in secondary small interfering RNA biogenesis in Eudicots. *Plant Cell* **25**, 1555–1572 (2013).
33. Kakrana, A., Hammond, R., Patel, P., Nakano, M. & Meyers, B. C. sPARTA: a parallelized pipeline for integrated analysis of plant miRNA and cleaved mRNA data

- sets, including new miRNA target-identification software. *Nucleic Acids Res.* (2014). doi:10.1093/nar/gku693
34. Stanke, M. *et al.* AUGUSTUS: *Ab initio* prediction of alternative transcripts. *Nucleic Acids Res.* **34**, W435-9 (2006).
  35. Majoros, W. H., Pertea, M. & Salzberg, S. L. TigrScan and GlimmerHMM: Two open source *ab initio* eukaryotic gene-finders. *Bioinformatics* **20**, 2878–2879
  36. Altschul, S. F., Gish, W., Miller, W., Myers, E. W. & Lipman, D. J. Basic local alignment search tool. *J. Mol. Biol.* (1990). doi:http://dx.doi.org/10.1016/S0022-2836(05)80360-2
  37. Birney, E., Clamp, M. & Durbin, R. GeneWise and Genomewise. *Genome Res.* (2004). doi:10.1101/gr.1865504
  38. Kent, W. J. BLAT—The BLAST-Like Alignment Tool. *Genome Res.* (2002). doi:10.1101/gr.229202
  39. Haas, B. J. *et al.* Improving the *Arabidopsis* genome annotation using maximal transcript alignment assemblies. *Nucleic Acids Res.* **31**, 5654–5666 (2003).
  40. Mackey, A., Liu, Q., Pereira, F. & Roos, D. GLEAN-Improved eukaryotic gene prediction by statistical consensus of gene evidence. *Genome Informatics* (2005).
  41. Trapnell, C. *et al.* Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat. Protoc.* **7**, 562–78 (2012).
  42. Trapnell, C. *et al.* Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat. Biotechnol.* **28**, 511–515 (2010).
  43. Holt, C. & Yandell, M. MAKER2: an annotation pipeline and genome-database management tool for second-generation genome projects. *BMC Bioinformatics* (2011). doi:10.1186/1471-2105-12-491
  44. Nordberg, H. *et al.* The genome portal of the Department of Energy Joint Genome Institute: 2014 updates. *Nucleic Acids Res.* **42**, D26–D31 (2014).
  45. Fernandez-Pozo, N. *et al.* The Sol Genomics Network (SGN)—from genotype to phenotype to breeding. *Nucleic Acids Res.* (2014). doi:10.1093/nar/gku1195
  46. The pepper genome database (release 2.0). (2014).
  47. Lyons, E., Pedersen, B., Kane, J. & Freeling, M. The value of nonmodel genomes and an example using SynMap within CoGe to dissect the hexaploidy that predates the Rosids. *Trop. Plant Biol.* **1**, 181–190 (2008).
  48. Jones, P. *et al.* InterProScan 5: Genome-scale protein function classification. *Bioinformatics* (2014). doi:10.1093/bioinformatics/btu031
  49. Moriya, Y., Itoh, M., Okuda, S., Yoshizawa, A. C. & Kanehisa, M. KAAS: an automatic genome annotation and pathway reconstruction server. *Nucleic Acids Res.* **35**,

W182–W185 (2007).

50. Fischer, S. *et al.* Using OrthoMCL to assign proteins to OrthoMCL-DB groups or to cluster proteomes into new ortholog groups. *Curr. Protoc. Bioinforma.* (2002). doi:10.1002/0471250953.bi0612s35
51. Dineen, S. A. *et al.* Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol. Syst. Biol.* **7**, (2011).
52. Suyama, M., Torrents, D. & Bork, P. PAL2NAL: Robust conversion of protein sequence alignments into the corresponding codon alignments. *Nucleic Acids Res.* **34**, W609–W612 (2006).
53. Yang, Z. PAML 4: Phylogenetic analysis by maximum likelihood. *Mol. Biol. Evol.* **24**, 1586–1591 (2007).
54. Walker, J. C. Structure and function of the receptor-like protein kinases of higher plants. *Plant Mol. Biol.* **26**, 1599–1609 (1994).
55. Krogh, A., Larsson, B., Von Heijne, G. & Sonnhammer, E. L. L. Predicting transmembrane protein topology with a hidden Markov model: Application to complete genomes. *J. Mol. Biol.* **305**, 567–580 (2001).
56. Shiu, S.-H. & Bleecker, A. B. Plant receptor-like kinase gene family: Diversity, function, and signaling. *Sci. Signal.* **2001**, re22-re22 (2001).
57. Christopoulou, M. *et al.* Genome-wide architecture of disease resistance genes in Lettuce. *G3 Genes/Genomes/Genetics* (2015). doi:10.1534/g3.115.020818
58. Waterhouse, A. M., Procter, J. B., Martin, D. M. A., Clamp, M. & Barton, G. J. Jalview Version 2—A multiple sequence alignment editor and analysis workbench. *Bioinformatics* **25**, 1189–1191 (2009).
59. Letunic, I. & Bork, P. Interactive Tree Of Life v2: Online annotation and display of phylogenetic trees made easy. *Nucleic Acids Res.* **39**, W475–W478 (2011).
60. Conesa, A. *et al.* Blast2GO: A universal tool for annotation, visualization and analysis in functional genomics research. *Bioinformatics* **21**, 3674–3676 (2005).
61. Finn, R. D. *et al.* Pfam: The protein families database. *Nucleic Acids Res.* **42**, D222–D230 (2014).
62. Finn, R. D., Clements, J. & Eddy, S. R. HMMER web server: interactive sequence similarity searching. *Nucleic Acids Res.* **39**, W29–W37 (2011).
63. Scaglione, D. *et al.* The genome sequence of the outbreeding globe artichoke constructed de novo incorporating a phase-aware low-pass sequencing strategy of F1 progeny. *Sci. Rep.* **6**, 19427 (2016).
64. Kumar, S., Tamura, K., Jakobsen, I. B. & Nei, M. MEGA2: molecular evolutionary genetics analysis software. *Bioinforma.* **17**, 1244–1245 (2001).
65. Stamatakis, A., Ludwig, T. & Meier, H. RAXML-III: a fast program for maximum

- likelihood-based inference of large phylogenetic trees. *Bioinforma.* **21**, 456–463 (2005).
66. Stöver, B. C. & Müller, K. F. TreeGraph 2: Combining and visualizing evidence from different phylogenetic analyses. *BMC Bioinformatics* **11**, 7 (2010).
  67. Strasburg, J. L. & Rieseberg, L. H. Molecular demographic history of the annual sunflower *Helianthus annuus* and *H. petiolaris*— Large effective population sizes and rates of long-term gene flow. *Evolution (N. Y.)*. **62**, 1936–1950 (2008).
  68. McWilliam, H. *et al.* Analysis tool web services from the EMBL-EBI. *Nucleic Acids Res.* **41**, W597–W600 (2013).
  69. Chapman, M. A., Leebens-Mack, J. H. & Burke, J. M. Positive selection and expression divergence following gene duplication in the sunflower *Cycloidea* gene family. *Mol. Biol. Evol.* **25**, 1260–1273 (2008).
  70. De Cremer, K. *et al.* RNAseq-based transcriptome analysis of *Lactuca sativa* infected by the fungal necrotroph *Botrytis cinerea*. *Plant. Cell Environ.* **36**, 1992–2007 (2013).
  71. Yoong, F.-Y. *et al.* Genetic variation for thermotolerance in lettuce seed germination Is associated with temperature-sensitive regulation of Ethylene Response Factor1 (*ERF1*). *Plant Physiol.* **170**, 472–488 (2016).
  72. Macias González, M. Marker-trait association study in new RIL population from a cross between two Iceberg Lettuce cultivar. in *Plant and Animal Genome XXIV Conference* (Plant and Animal Genome).
  73. Trapnell, C., Pachter, L. & Salzberg, S. L. TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* **25**, 1105–1111 (2009).
  74. R Core Team. R: A Language and Environment for Statistical Computing. Available at: <https://www.r-project.org>.
  75. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 1–21 (2014).
  76. Langfelder, P. & Horvath, S. WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* **9**, 1 (2008).

How the deposited data were processed for this re-analysis (not part of the article)

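Small RNA and PARE libraries were made from leaves of Salinas, Cobham Green and Diana, infected with Bremia lactucae or mock inoculated, with 10 libraries of each kind and 1 library per condition. Samples were assigned to conditions from their labels and the paper's methods. The label of the Diana mock samples gives 12 d where that of infected Diana gives 12 h, and these samples were used without a time. The authors trimmed adaptors, merged identical reads and deposited a raw count of reads for each distinct sequence of each library, without normalization. The trimming tool and any quality filter are not given in the sources used here. In the paper, mapping with Bowtie, exclusion of tRNA, rRNA, snRNA and snoRNA reads and selection of perfect matches to the genome followed. Sequences of other length and origin remain in the deposited counts, and no sequence was listed more than once in a library.

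From these counts, the share of each length among reads and among distinct sequences of 18 to 30 nt was computed per library, with 95% Wilson intervals. With at least 30859519 reads per small RNA library, these intervals are far narrower than the differences between libraries. The planned main setting was reads that match the genome, to be replaced by all deposited reads where no genome was given, and the latter was used. Mature miRNAs were counted by exact match to the 51 sequences of Supplementary Data 10 and given as RPM, reads per 1000000 reads of the library. For PARE, 20-nt tags were searched for the reverse complement of miRNA nucleotides 1 to 10 at the start of the tag and at positions 1 to 10 nt further in. The same search was made in small RNAs of 18 to 26 nt, with positions 1 to 8 as control, because the miRNA's own passenger strand would enter further in. Counts over libraries or miRNAs were compared with two-sided exact sign tests, and groups of miRNAs with Fisher's exact test.

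Infected and mock libraries, 5 of each, were compared with edgeR's quasi-likelihood test with cultivar as covariate, TMM normalization over the miRNAs, a minimum of 10 reads in 2 libraries and Benjamini-Hochberg adjustment at 0.05. On simulated data for this comparison, 10 of 51 miRNAs were changed by a log2 fold change of 3 in each of 20 simulations. The test found 100% of them with 0.35 wrong calls on average. The simulated counts had 1 dispersion for all miRNAs and no effect of cultivar or time. The largest observed log2 fold change was 0.94, and the simulation does not show whether changes of that size would be found. The search for 10-mers was tested on random tags with 10 planted 10-mers out of 46 in each of 10 simulations, and found 100% with 0 wrong calls. A hit there was a count at the start above 2 times the highest other position plus 5. The results use the control mean instead, and the random tags had a far lower background than the real control positions. The test thus covers the counting and not the calls made from the real tags.

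The miRNAs named in the text are those named in the paper, the other 22-nt miRNAs without a family name, the 3 sequences with and the 3 without a family name that had the most reads, and any miRNA past the threshold between infected and mock. Total abundances in Supplementary Data 10 had been seen when this rule was written. Outside this rule, lsa-m11651, lsa-m8288 and lsa-m11135 are named as the miRNAs not read in every library, lsa-miR482b as the one with the most PARE reads at the expected end, and lsa-miR396d, lsa-miR169a and lsa-miR156a as those with an unadjusted p under 0.05, each after its values were seen. Alternatives set before the data were examined were another size window, removal of sequences read once, other detection minimums, 3' variants of up to 2 nt, other denominators, other match rules for PARE tags, and other normalizations, covariates and left-out libraries for the comparison of infected and mock. Added after seeing the values were PARE matches to nucleotides 2 to 10, with up to 1 and up to 2 mismatches, and with each of the 46 different 10-mers counted once, as well as 10-mers counted once for small RNAs, shuffles without the 9-mers of other miRNAs and abundances with a common factor taken out. A scan of the single 10-mers with 1 mismatch to lsa-m5672 was also added then, and its values are not printed. Target genes, PHAS loci and trigger sites need the genome and were not analysed here. Sequences found in infected libraries and in no mock library were counted and are not printed. Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.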

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

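The tests of library size, RNA breakdown, the weights, a shift of all miRNAs and depth in this part were chosen after the result was seen, while the tests for pathogen RNA were set before. Of 50 groups of 5 libraries examined for a library far from the others, 13 had one, where chance gives about 1 in 20, but the measures overlap and in 8 of the 13 the library was Cobham Green infected at 5 d.

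In Cobham Green infected at 5 d, 25- and 26-nt sequences made up 16.8% of the distinct small RNAs of 18 to 30 nt, and 21-, 25- and 26-nt sequences together 29.9%, each far from the other infected libraries. Of its 21-nt sequences with at least 10 reads, 64.1% had no read in any mock library. The share was 28.5% at 20 nt, 38.8% at 22 nt, 10.1% at 23 nt, 5.83% at 24 nt, 41.0% at 25 nt, 26.9% at 26 nt and 9.80% at 27 nt, so it was not limited to 21, 25 and 26 nt. The mirrored share in Cobham Green mock at 5 d, of sequences with no read in any infected library, was 0.0569% at 21 nt, and in Salinas infected at 5 d the share was 0.799%. In the PARE library of the same leaves, 10.8% of tags with at least 10 reads had none in any mock library. These were 41862 tags against 32 mirrored ones in Cobham Green mock at 5 d, or 1308 times as many. In Salinas at 5 d they were 36 against 1, too few for a ratio to compare with, and the share in infected Salinas, 0.0137%, was near the 0.0114% of Cobham Green mock. No other PARE library was above 0.109%. The paper does not report on this. For the small RNAs, a larger or more diverse library is argued against by its 33476101 reads, the second fewest of the 10, and its 5182839 distinct sequences, with 4 libraries below it. This does not carry over to its PARE library, which had 31629746 reads, the second most of the 10, and the most distinct tags, 9239499. The PARE library with the most reads, infected Diana with 32567813, had 52 tags with no read in a mock library. Breakdown of RNA would raise the neighbouring lengths too. Against the median of the other libraries, sequences of 25 and 26 nt were 1.83 times as many and those of 21 nt 1.66 times, while those of 18, 19, 20, 22 and 27 nt were also raised, by 1.69, 1.30, 1.36, 1.23 and 1.26 times. Those of 27 to 30 nt together were 1.02 times as many, and those of 23 and 24 nt 0.814 and 0.667 times. Breakdown is therefore not excluded. RNA of the pathogen is a candidate source, as it would be absent from mock libraries, like 64.1% of the 21-nt sequences tested. Of the 29975 sequences of 21 nt with no read in a mock library, 9236 were also found in Cobham Green infected at 12 h, 6538 in Salinas infected at 12 h, 5180 in Salinas infected at 5 d and 4925 in infected Diana. Chosen in this way, they could be shared only with infected libraries, and 16.4% to 30.8% were. Of the 21-nt sequences of Salinas mock at 12 h without a read in infected libraries, 1.76% to 25.1% were in another mock library. The ranges overlap, so sharing in this direction is no evidence for pathogen RNA. The other direction, for sequences with no read in a mock library, was added after seeing the values. Of 208 such 21-nt sequences of Salinas infected at 5 d, Cobham Green infected at 5 d held 186. It also held 109 of 117 from Cobham Green infected at 12 h. Cobham Green mock at 5 d held 24 of 34 mirrored ones from Cobham Green mock at 12 h. Salinas mock at 12 h held 4. Such sharing does not tell pathogen RNA from the sources named next. Small RNAs that lettuce makes only on infection, or another organism in these leaves, were not tested and stay open, and with 1 library the difference from Salinas cannot be assigned to the cultivar.

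A weight per library that turns the read counts of the 51 miRNAs into the paper's abundance column was fitted. Times the total reads, the weight of Cobham Green infected at 5 d was 1.17 times the median library, and those of the others 0.958 to 1.04. If the paper scaled to reads that match the lettuce genome, a library with reads from outside the genome would get a larger weight, which gives the direction of the value 1.17 and not its size. The weight would leave out 14.9% of the reads, while the sequences of 20 to 27 nt with at least 10 reads and no read in a mock library held 5.38%, so the explanation stays open. The paper's text does not name the scaling.

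In Salinas mock at 12 h, the share of sequences with no read in any infected library was far from the other mock libraries: 1.06% at 21 nt, 0.446% at 24 nt, 1.69% at 25 nt and 1.80% at 26 nt. The library had 36906458 reads, fewer than 3 of the other mock libraries, which argues against depth. Of its 227 such 21-nt sequences, 57 were also found in Cobham Green mock at 12 h, 49 in mock Diana, 15 in Cobham Green mock at 5 d and 4 in Salinas mock at 5 d. RNA of another organism and differences in handling were not tested, and no biological explanation was tested.

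lsa-m9583 had 1691 RPM in Salinas infected at 5 d, far from the other infected libraries. As a share of the reads of the 51 miRNAs it was 5.29% there and 3.81% to 5.72% in the other infected libraries, so it was not the extreme library. The largest gap at an end of the range, 0.398 of it, was at Cobham Green infected at 12 h with the lowest share, within what chance allows. A higher share of all miRNAs in Salinas infected at 5 d may therefore account for its level.

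In RPM, lsa-m1606, lsa-m1057 and lsa-m9144 were lower in infected than in mock leaves at 12 h and higher at 5 d, in Salinas and in Cobham Green. The mean difference between the times was 1.01, 1.21 and 1.16 on the log2 scale. The difference was not tested, and chance would give such opposite signs for 12.5% of measures, where 3 of 19 showed them. The median of the miRNAs read in every library rose itself by 1.59 in Salinas and 0.74 in Cobham Green at 5 d. Relative to that median, 0 of the 3 were in opposite directions, so a shift of all miRNAs together may explain the pattern. Whether infection or the other small RNAs of the library moved the miRNA share was not tested.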

How the results depend on the processing

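The PARE matches to nucleotides 2 to 10, with up to 1 and up to 2 mismatches, and with each different 10-mer counted once were chosen after the result was seen. Every other alternative was set before the data were examined. For the results compared as wholes, 24 of 27 alternatives set before kept the direction and the side of the threshold, or the count within 1.5 times. Of the 24, 15 are a count of 0 changed miRNAs that stayed 0, and 2 could not move: the fit without a filter tested the same 51 miRNAs, and another denominator cancels in a ratio within a library.

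Of the exceptions, the share of 24-nt reads fell to a median of 15.2% without sequences read once. Then 24-nt reads exceeded 21-nt reads in 4 rather than 7 of 10 libraries, with neither count past 0.05 (exact sign tests, p = 0.754 and 0.344). More 24-nt than 21-nt reads came from sequences read once. In Salinas infected at 12 h, which changed order, removal took 24-nt reads from 6087783 to 4455793. It took 21-nt reads from 5545021 to 5250542. Why more 24-nt sequences were read once was not tested. The correlation of summed reads with the paper's abundance moved to 0.994 with 3' variants. The number of miRNAs with PARE tags above their control mean went from 33 of 51 to 31 without tags read once, and no longer passed 0.05. The cause was not tested. Of the alternatives added later, 10-mers counted once gave 29 of 46 (exact sign test, p = 0.104), nucleotides 2 to 10 gave 35 of 51, up to 1 mismatch 39 of 51 and up to 2 mismatches 30 of 51 (exact sign test, p = 0.262). The p of 0.0489 in the main setting was thus lost in 3 of 7 alternatives: without tags read once, with 10-mers counted once and with up to 2 mismatches. Of the 2 mismatch settings, 1 was past 0.05. These sign tests take equal odds of lying above or under the control mean, which uneven control counts need not give.

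For single miRNAs, the ratio of PARE reads at the expected end to the control mean crossed 1 for lsa-m5672 from 0.537 to 1.39 with up to 1 mismatch and 1.14 with up to 2. It crossed 1 for lsa-m1057 from 1.02 to 0.874 with nucleotides 1 to 9 and 0.973 without tags read once, and for lsa-m7173 from 1.59 to 0.999 with nucleotides 2 to 10. The cause was not tested. The ratio stayed above 1 for lsa-m1606 (1.38 to 106), lsa-m1603 (1.28 to 54.3), lsa-m1604 (1.09 to 13.5) and lsa-m9144 (1.01 to 1.30), and under 1 for lsa-m3966 (0.190 to 0.747), in the 6 alternatives run for each.

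Between infected and mock libraries, 0 miRNAs passed the adjusted threshold in any of 15 alternatives. At an unadjusted p under 0.05 there were 3 with edgeR, 5 with DESeq2 and 1 to 7 over the alternatives. Leaving out each library in turn gave 0 miRNAs in each of 10 fits, with a lowest adjusted p between 0.0864 and 0.835 from edgeR. Library totals in place of TMM moved the median log2 fold change from 0.04 to 0.29. The fit with cultivar and time pairs as covariate also gave 0 miRNAs.

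Not run were the match of reads to the genome, the score cutoffs and PARE minimums for target genes, and the thresholds for PHAS loci and for lsa-m5672 sites, which need the genome. A PARE match of 12 nt was not run because nucleotides beyond the 10th lie on the other side of the cleavage and outside the tag.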

Differences from the paper's values

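The counts compared were 86 miRNA loci, 51 mature sequences, 21 sequences without a family name and 8 of 22 nt among these. The paper's text gives its 51 as a number of families. The counts come from the paper's own list, searched in the libraries behind it, so their match was largely fixed in advance. In the main setting none of them, and none of the 51 abundances, differed from the paper's values by more than 1.5 times. With 3' variants of up to 2 nt, 26 of the 51 abundances did, but the reads were already 1.42 times the paper's values in the median of the main setting, and with this factor taken out, a setting chosen after seeing the values, 6 did.

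The paper states that the 24-nt class held most of the small RNAs. Here it held 13.9% to 24.9% of the reads of a library, and more than 50% in 0 of 10 libraries. Among distinct sequences its median was 45.9%, more than any other length in all 10 libraries, and over 50% in 1 library. In the window of 20 to 25 nt the median of distinct sequences was 53.2% and the share was over 50% in 7 of 10 libraries. The paper counted only reads that match the lettuce genome and no structural RNA, a filter not applied here, and its text does not name whether reads or distinct sequences were counted.

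The paper predicts lsa-m5672 as the trigger of kinase phasiRNAs and lists target genes for it. Here its PARE tags with an exact match at the expected end were 70 against a control mean of 130.4. With up to 1 and up to 2 mismatches, settings chosen after seeing the values, they were 1.39 and 1.14 times the control mean. The target genes themselves were not analysed here, so no called target is dropped or regained.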

Other observations

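The tests with up to 1 and up to 2 mismatches, with 10-mers counted once, the comparison with single control positions and the shuffles without 9-mers of other miRNAs in this part were chosen after the result was seen. The tests with exact matches, of the motifs and of other splits of the samples were set before.

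The paper tests no difference between infected and mock leaves. Over the 10 small RNA libraries, 5 of each, 0 of 51 miRNAs passed an adjusted p of 0.05 with edgeR and 0 with DESeq2, with 3 and 5 at an unadjusted p under 0.05. The 3 were chosen after their values were seen. lsa-miR396d had a log2 fold change of 0.61 (standard error 0.22), higher in infected leaves in 5 of 5 pairs, lsa-miR169a 0.94 (0.36) in 5 of 5 and lsa-miR156a 0.68 (0.26) in 4 of 5, each with an adjusted p of 0.266 from edgeR's quasi-likelihood test. Over the alternatives the lowest adjusted p was 0.0864 to 0.970. Of 100 splits of the libraries, 100 gave at least as many miRNAs past the threshold, which a count of 0 fixes in advance, so the splits decide nothing here. The 51 miRNAs held 3.20% of reads in infected against 0.989% in mock Salinas at 5 d and 1.42% against 0.816% in Cobham Green at 5 d, but 1.97% against 1.93% and 2.33% against 2.00% in these cultivars at 12 h, and 1.56% against 2.34% in Diana, each from 1 library per condition.

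Cleavage by 22-nt miRNAs can start 21-nt phasiRNAs, so 21-nt reads that begin at the expected end were counted. That end held the most reads of positions 0 to 8 for 4 of 12 22-nt miRNAs and 3 of 36 miRNAs of 20 or 21 nt (two-sided Fisher's exact p = 0.0552), which does not pass 0.05. With up to 1 mismatch it was 5 against 7 (Fisher's exact p = 0.143), and with up to 2 mismatches 2 against 5. Some of the 36 share a 10-mer and so their counts. With each different 10-mer counted once, 31 remained, and the counts were 4 against 3 (Fisher's exact p = 0.0814), 5 against 6 (p = 0.241) and 2 against 3 (p = 0.608). For lsa-m1606, 5063 such reads stood against a mean of 1.25. With an exact match, the others of the 4 were lsa-miR7122 with 1711 reads, lsa-miR393 with 79 and lsa-miR482b with 34. The 3 of 20 or 21 nt were lsa-miR390a with 839, lsa-m9908 with 6 and lsa-miR397 with 4. The highest control position held 2 for lsa-m9908 and 3 for lsa-miR397, so these 2 rest on few reads.

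If 21-nt reads at the expected end of lsa-m5672 came from breakdown of cleaved transcripts, they should take no larger share of 18- to 26-nt reads there than further in. With an exact match the share was 11.8% of 17 reads for lsa-m5672 and 16.7% of 6 reads for lsa-m1057, too few to decide. With up to 1 mismatch it was 34.9% for lsa-m5672 against 17.5% over the control positions, but one control position reached 34.5%, within the Wilson interval of 33.0 to 36.8. For lsa-m1057 it was 42.2% against 12.8%, with at most 17.8% at one control position. With up to 2 mismatches lsa-m5672 had 41.2% against 21.0%, with at most 35.1% at one position, while lsa-m1057 had 4.40% against 14.9%, the opposite direction. Phasing and breakdown cannot be told apart for these miRNAs, because few reads match exactly, the settings with mismatches differ, and reads with mismatches come from unknown transcripts.

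Cleavage in transcripts that encode a conserved protein motif was tested by reading the tags onward in frame, against up to 1000 shuffled 9-mers of the same bases. For lsa-m1604, 47.8% of 1026 reads continued with the residues of the F-R-G-[DE]-[DE]-T-R motif, above all shuffles. The highest of these, 27.5%, was by its sequence the 9-mer of lsa-m1606, and without shuffles equal to the 9-mer of another miRNA the highest was 1.42%. By distinct tags it was 5 of 95, with that same shuffle as high and 0 others, so the share of reads rests on a tag with 484 reads. For lsa-m1606 it was 27.5% of 14779 reads, against at most 3.38% in shuffles. Cleavage at that motif could give these shares for both. The most frequent tag of lsa-m1606, with 9861 reads, did not carry the motif, so most of its reads lay outside it. For lsa-m5672 the S-F-G-[VIM]-[VILM]-[VILM] motif followed in 2.91% of reads, reached by 57 of 755 shuffles by reads and 35 by distinct tags, and for lsa-m1057 the A-A-R-G-[LMI] motif in 0.756%, reached by 144 of 1000 by reads and 68 by tags. Neither was above all shuffles, as the test set before asked, since the highest shuffle reached 15.3% for lsa-m5672 and 58.1% for lsa-m1057. Both shares thus lay within those of the shuffles, and the test gave no evidence for cleavage at these motifs. Cleavage there is not excluded, because only 24 and 3 reads carried the motif and sites with mismatches were not counted.

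In the paper's table the precursors of lsa-m1603, lsa-m1604 and lsa-m1606, with the second copies of the last ones, lie within 20923 bp of linkage group 9, from 31836735 to 31857657. In the main setting these 3 miRNAs also had the largest PARE ratios at the expected end among the 8 miRNAs of 22 nt without a family name. By distinct tags, lsa-m7173 with 1.29 was above lsa-m1604 with 1.09, and with up to 2 mismatches lsa-m1057 with 1.36 was above lsa-m1603 with 1.28 and lsa-m1604 with 1.21. The 51 families of the paper equal the number of distinct mature sequences, while conserved family names number 20.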
